# Overexpression of *AtBBD1*, Arabidopsis Bifunctional Nuclease, Confers Drought Tolerance by Enhancing the Expression of Regulatory Genes in ABA-Mediated Drought Stress Signaling

**DOI:** 10.3390/ijms22062936

**Published:** 2021-03-13

**Authors:** A. K. M. Mahmudul Huque, Wonmi So, Minsoo Noh, Min Kyoung You, Jeong Sheop Shin

**Keywords:** *Arabidopsis thaliana*, *AtBBD1*, DUF151 domain, ABA response, abiotic stress, drought tolerance, stomatal movement

## Abstract

Drought is the most serious abiotic stress, which significantly reduces crop productivity. The phytohormone ABA plays a pivotal role in regulating stomatal closing upon drought stress. Here, we characterized the physiological function of AtBBD1, which has bifunctional nuclease activity, on drought stress. We found that AtBBD1 localized to the nucleus and cytoplasm, and was expressed strongly in trichomes and stomatal guard cells of leaves, based on promoter:GUS constructs. Expression analyses revealed that *AtBBD1* and *AtBBD2* are induced early and strongly by ABA and drought, and that *AtBBD1* is also strongly responsive to JA. We then compared phenotypes of two *AtBBD1*-overexpression lines (*AtBBD1*-OX), single knockout *atbbd1*, and double knockout *atbbd1/atbbd2* plants under drought conditions. We did not observe any phenotypic difference among them under normal growth conditions, while OX lines had greatly enhanced drought tolerance, lower transpirational water loss, and higher proline content than the WT and KOs. Moreover, by measuring seed germination rate and the stomatal aperture after ABA treatment, we found that *AtBBD1*-OX and *atbbd1* plants showed significantly higher and lower ABA-sensitivity, respectively, than the WT. RNA sequencing analysis of *AtBBD1*-OX and *atbbd1* plants under PEG-induced drought stress showed that overexpression of *AtBBD1* enhances the expression of key regulatory genes in the ABA-mediated drought signaling cascade, particularly by inducing genes related to ABA biosynthesis, downstream transcription factors, and other regulatory proteins, conferring *AtBBD1*-OXs with drought tolerance. Taken together, we suggest that AtBBD1 functions as a novel positive regulator of drought responses by enhancing the expression of ABA- and drought stress-responsive genes as well as by increasing proline content.

## 1. Introduction

Plants are constantly challenged by various abiotic stresses, including UV irradiation, high temperature, cold, high salinity, and drought, and they exhibit rapid changes at both physiological and molecular levels to adapt to changing environmental conditions. Of these abiotic stresses, drought is the most serious abiotic stress. Drought causes severe damage to plants and significantly reduces crop productivity. While the underlying adaptive mechanisms in response to drought stress have been extensively investigated [1], the complex and synchronized functional changes in planta driven by drought stress are not yet properly understood.

Several survival mechanisms to confront drought stress have evolved in plants, such as accumulation of osmoprotectants like proline, maximizing water uptake, as well as stomatal closing to minimize transpirational water loss. The phytohormone ABA is a key regulator for drought stress responses in plants. Drought conditions induce the expression of ABA biosynthetic genes, leading to accumulation of ABA [2]. ABA triggers a signaling cascade in the stomatal guard cells in response to the drought stress, resulting in stomatal closure and reduced transpiration water loss, thereby reducing drought stress [3,4]. It is well known that many drought-responsive regulatory proteins, such as transcription factors (TFs) (AREB, AP2/ERF, NAC, bZIP, MYC, and MYB), protein kinases (MAPK, CDPK, receptor protein kinases, ribosomal protein kinases, and transcription regulation protein kinases) and protein phosphatases (PP2Cs), are crucial for plants’ defense to the drought stress.

Jasmonic acid (JA) is also associated with the alleviation of drought stress in plants. A subtle network of ABA-JA hormonal crosstalk related to physiological responses to drought has emerged in the last decade. For example, *Arabidopsis thaliana* MYC2/JIN1 (Jasmonate insensitive 1), which is the core regulator in JA signaling [5], was initially characterized as a positive regulator of ABA signaling, modulating drought tolerance in Arabidopsis through regulating *RD22* (*Response to Desiccation 22*) [6], *ANAC019* (*NAC domain-containing protein 19*), and *ANAC055* (*NAC domain-containing protein 55*) [7]. In rice, OsJAZ1 functions as a negative regulator of drought stress response by negatively regulating ABA and JA responses [8]. Similarly, MYB44 (MYB domain proteins 44), which confers abiotic stress tolerance by repressing the expression of negative regulators of ABA signaling, such as *ABI1*, *ABI2*, *AtPP2CA*, *HAB1*, and *HAB2* [9], was also reported as a repressor of JA-mediated defense response through regulation of *WRKY70* [10]. Furthermore, CML37 (calmodulin like 37), a Ca^2+^ sensor that is involved in jasmonate-mediated defense response against herbivores [11], was also identified as a positive regulator of ABA during drought stress response [12].

Nucleases in higher plants play pivotal roles in many crucial physiological processes, including senescence [13], programmed cell death (PCD) [14], development [15], and biotic and abiotic stress responses [16,17]. While a number of studies reported the enhancement of nuclease activity in response to abiotic stress, such as salt stress [18,19], direct evidence regarding the involvement of nucleases in modulating abiotic stress has been rarely reported. Recently, Sui et al. (2019) reported that AtCAN2 (calcium dependent nuclease 2), a Ca^2+^-dependent DNase-RNase, plays a negative role in responses to salt stress in Arabidopsis [16]. Another study reported that a direct association of drought stress-induced PCD, with nucleic acid degradation by the enhanced hydrolase activity, indicates the possible involvement of nucleases in drought stress responses [20]. However, no other study has been reported that demonstrates a role for nucleases in regulation of drought stress response.

We recently reported that the DUF151 domain-containing Arabidopsis BBD (Bifunctional nucleases in Basal Defense response) proteins, AtBBD1 and AtBBD2, exhibit non-substrate-specific DNase and RNase activity [21], similar to OmBBD in *Oryza minuta*, possibly involving an ABA-mediated synergistic interaction between ABA and JA against biotic stresses [17]. In this study, we characterized the physiological function of AtBBD1. We checked the expression patterns of *AtBBD1* in six different tissues, and their expression after treatment with phytohormones and abiotic stresses. Then, we compared the phenotypes of *AtBBD1*-OXs and *atbbd1* with WT under both water-limited treatments in soil and polyethylene glycol (PEG)-induced drought stress conditions. Subsequently, we confirmed that AtBBD1 is as a positive regulator in ABA-mediated drought response.

## 2. Results and Discussion

### 2.1. AtBBD1 Localizes to the Nucleus and Cytoplasm, and Is Strongly Expressed in Trichomes and Stomatal Guard Cells of Leaves

To determine the subcellular localization of AtBBD1 and AtBBD2, *Pro_35S_:BBD1-sGFP* and *Pro_35S_:BBD2-sGFP*, constructs were introduced into Arabidopsis protoplasts. We observed that both BBD1-sGFP and BBD2-sGFP signals overlapped with NLS-RFP in the nucleus and also localized to the cytosol (Figure 1A). 

Then, we investigated the tissue-specific expression patterns of *AtBBD1* and *AtBBD2* genes in five different tissues of four-week-old plants; rosette leaf, cauline leaf, stem, flower, and root, using qRT-PCR. We found that the expression of *AtBBD1* was much higher than that of *AtBBD2* in all tissues except in root, and that *AtBBD1* was expressed more than three times higher in the rosette and cauline leaves compared to the other tissues (Figure 1B). We then constructed *Pro_AtBBD1_:GUS* and *Pro_AtBBD2_:GUS* transgenic lines harboring the 4000-bp promoter region and 1370-bp promoter region upstream of the start codon of *AtBBD1* and *AtBBD2*, respectively, and observed the GUS expression. Consistent with the results in Figure 1B, GUS expression driven by both *AtBBD1* and *AtBBD2* promoters was detected in all the major tissues, including root, leaf, flower, and silique (Figure 1C–H). In the case of five-day-old (Figure 1C) and two-week-old (Figure 1D) plants, GUS was detected throughout all tissues in both *AtBBD1* and *AtBBD2* reporter lines. Similarly, GUS was detected throughout the cauline leaves (Figure 1E) and rosette leaves (Figure 1F) of three-week-old plants. However, *Pro_AtBBD1_:GUS* was expressed much more strongly in trichomes of the adaxial surface and the stomatal guard cells of abaxial surface, while *Pro_AtBBD2_:GUS* signal was faint in trichomes and it was expressed weakly in guard cells (the enlarged photos in Figure 1F). Moreover, in the flower, GUS was detected in almost all floral organs in both lines, but *Pro_AtBBD1_:GUS* had much stronger GUS staining than *Pro_AtBBD2_:GUS* in all floral tissues. However, no GUS signal was observed in the receptacle of *Pro_AtBBD1_:GUS* and the anther of *Pro_AtBBD2_:GUS* lines (Figure 1G). In addition, GUS was only detected in the abscission zones of the siliques of both *Pro_AtBBD1_:GUS* and *Pro_AtBBD2_:GUS* lines (Figure 1H).

Many guard cell-specific factors are well-known to modulate plant abiotic stress response, especially drought, by regulating stomatal movement. For example, MYB44, which is expressed specifically in the stomatal guard cell, represses the expression of genes encoding type 2C protein phosphatases (*PP2Cs*), the core negative regulators of ABA signal transduction, such as *ABI1*, *ABI2*, *AtPP2CA*, *HAB1*, and *HAB2*, enhancing stomatal closure, and subsequently conferring drought and salt tolerance [9]. Likewise, guard-cell specific AFBA1 (ABA-responsive FBA domain-containing protein 1) confers drought tolerance by stabilizing MYB44, and subsequently downregulating *PP2C* genes [22]. In addition, THI1 (thiamine thiazole synthase 1) positively regulates drought stress response by interacting with and repressing the kinase activity of CPK33 (Ca^2+^-dependent protein kinase 33) that reduces anion channel activity and suppresses ABA-regulated stomatal closure; both of these proteins are expressed in the guard cells [23]. Thus, the guard cell-specific expression of *AtBBD1* and *AtBBD2* indicates the possibility of their involvement in abiotic stress response in planta.

### 2.2. AtBBD1 and AtBBD2 Are Strongly Induced by ABA and Drought, and AtBBD1, but Not AtBBD2, Is also Strongly Responsive to JA

We then investigated the expression patterns of *AtBBD1* and *AtBBD2* after treating plants with ABA and JA as well as abiotic stresses, such as drought, PEG, and NaCl (Figure 2). In the mock control, we observed that the expression of *AtBBD1* was at its peak at 3 h post-treatment (hpt), at which was at noon, and then gradually decreased to its basal level at 24 hpt. On the other hand, *AtBBD2* did not show any changes in its expression during the indicated time points. Compared to their expression patterns in the mock control, the expression of *AtBBD1* and *AtBBD2* were induced by ABA within 1 hpt and reached their maximum expression at 3 and 6 hpt, respectively, and then gradually decreased. In the case of JA treatment, however, *AtBBD1* and *AtBBD2* was strongly induced at 6 and 9 hpt and then rapidly decreased. Moreover, we found that the expressions of both *AtBBD1* and *AtBBD2* were induced by drought and PEG treatments, while *AtBBD2* expression was induced by salt treatment but *AtBBD1* was not responsive to salt, suggesting that AtBBD1 is possibly involved in drought stress response.

ABA is a key plant hormone that promotes plant responses to most of abiotic stresses, including drought and salinity [24], and plays a pivotal role in regulating stomatal movement under water-deficit conditions [25]. Like ABA, JA also participates in abiotic stress responses, including drought, in addition to its well-known roles in biotic stress. The network of ABA-JA hormonal crosstalk has also emerged as playing a pivotal role in physiological responses to drought. For example, MYC2, the core regulator in JA signaling [5], was characterized as a positive regulator of ABA signaling, which binds to the promoter region *RD22* [6]. MYC2 was also reported as a positive modulator of drought tolerance through regulating *ANAC019* and *ANAC055* [7]. In our study, AtBBD1 could function primarily in drought stress response (compared to AtBBD2), and it could work in the network of ABA and JA signaling.

### 2.3. Overexpression of AtBBD1 Reduces Water Loss and Increases Proline Content, Conferring Drought Tolerance

To characterize the function of AtBBDs in drought stress, we constructed the *AtBBD1*-overexpression lines driven by the cassava vein mosaic virus (CsMV) 35S promoter and selected two homozygous lines, designated as OX5-4 and OX20-3. The expression levels of *AtBBD1* in OX5-4 and OX20-3 were around seven- and four-fold higher than the WT, respectively (Supplementary Figure S1A). A T-DNA insertional mutant (SALK_067060), designated as *atbbd1*, was obtained from the Arabidopsis Biological Resource Center, and an *atbbd1/atbbd2* double knockout line was obtained from Prof. Y.D. Choi at Seoul National University. Loss-of-function of both knockout lines was verified by qRT-PCR (Supplementary Figure S1A). We compared phenotypes of three-week-old WT, *AtBBD1-*OXs (OX5-4 and OX20-3), *atbbd1,* and *atbbd1/atbbd2* plants under drought conditions. We could not observe any phenotypic difference among these lines under normal growth conditions, while OX lines were much more tolerant to drought treatment applied by withholding water for ten days, and they recovered well after re-watering compared to the WT and KOs (Figure 3A). The survival rates of OX5-4 and OX20-3 three days after re-watering were around 84% and 76%, respectively, whereas those of the WT, *atbbd1,* and *atbbd1/atbbd2* were about 53%, 37%, and 32%, respectively (Figure 3C). In accordance with results from drought, we also observed that the OX plants showed enhanced tolerance to PEG treatment compared to the WT, with *atbbd1* and *atbbd1/atbbd2* exhibiting wilting (Figure 3B). Then, to investigate whether the drought tolerance is a consequence of reduced transpirational water loss, we measured the fresh weight of detached leaves over time and found that the transpirational water loss was lower in *AtBBD1*-OXs than the WT, while *atbbd1* and *atbbd1/atbbd2* showed the higher transcriptional water loss than the WT (Figure 3D).

Accumulation of osmoprotectants, such as proline, is well known to be associated with drought stress. Thus, we measured the proline contents of plants grown for 12 or 24 h under PEG-induced drought conditions. Consistent with results by drought treatment, the proline contents of *AtBBD1*-OX lines were much higher than that of the WT, while *atbbd1* and *atbbd1/atbbd2* showed significantly reduced proline contents than the WT (Figure 4A). Then, we examined whether *P5CS1* (*Δ1-pyrroline-5-carboxylate synthetase 1*) [26] and *PRODH* (*proline dehydrogenase*) [27], which encode the rate-limiting enzymes for proline biosynthesis and catabolism, respectively, are involved in the alteration of proline content. We found that the expression of the proline biosynthetic gene *P5CS1* increased over two-fold in *AtBBD1*-OX plants, but decreased about three-fold in *atbbd1* and *atbbd1/atbbd2* relative to the WT under the PEG-mediated drought stress (Figure 4B). By contrast, the expression of the proline catabolic gene *PRODH* was down-regulated by about half in the *AtBBD1*-OX plants compared to the KOs at the early point of drought stress (Figure 4C).

AtBBD1 and AtBBD2 have a very high sequence identity, and they function as nucleases [21]. *AtBBD2* showed a very similar expression pattern to *AtBBD1*, despite its generally lower expression than AtBBD1, but the double knock-out (*atbbd1/atbbd2*) appeared to have no differences in drought phenotype, water loss, proline content accumulation, or proline-related gene expression compared to the single knock-out mutant *atbbd1*. Taken together, our findings clearly suggest that overexpression of *AtBBD1* confers drought tolerance by reducing transpirational water loss and increasing proline content. Moreover, *AtBBD1* alone is sufficient to trigger drought tolerance in planta, and *AtBBD1* and *AtBBD2* are perhaps not functionally redundant, at least in drought stress response.

### 2.4. AtBBD1 Enhances the ABA-Mediated Stomatal Closure

OmBBD, the wild rice ortholog of AtBBD1, is a cofactor-independent novel bifunctional nuclease that is involved in ABA-mediated priming of callose reinforcement and that enhances JA-mediated defense responses against *Botrytis cinerea* [17]. Because we recently reported that Arabidopsis AtBBD1 and AtBBD2 proteins possess similar DNase and RNase activities as OmBBD [21], and because we found that AtBBD1 is strongly responsive to ABA and JA (Figure 2), we postulated that AtBBD1 has an ABA and/or JA-mediated regulatory role in planta.

To verify whether AtBBD1 has a possible role in ABA-mediated responses, we examined the rate of seed germination (as radicle emergence) and the percentage of emergence of green cotyledons after treating them with different concentrations (0, 1, and 1.5 µM) of ABA. On MS medium without ABA, the germination rates of all seeds were almost 100%. By increasing ABA concentration, however, the germination rate of the WT seeds significantly dropped, as expected, and the two OX lines had much more reduced germination rates compared to the WT, while *atbbd1* and *atbbd1/atbbd2* lines showed increased germination rates compared to the WT (Figure 5A). Consistently, the number of seedlings with green cotyledons remarkably decreased by increasing ABA concentrations. In the case of 1.5 µM ABA treatment, the initial 100% emergence of green cotyledons decreased to about 20% in the WT and 7.5% and 9.3%, respectively, in OX5-4 and OX20-3, whereas it was higher in *atbbd1* at 28.1% and in *atbbd1/atbbd2* at 31.7% (Figure 5B,C). However, as expected, there was no significant difference between *atbbd1* and *atbbd1/atbbd2* in seed germination and emergence of green cotyledons. To explore the role of AtBBD1 in drought stress-induced ABA signaling, stomatal aperture was measured in the presence or absence of ABA. There was no difference in stomatal apertures of all the lines in the absence of ABA, but ABA treatment led to an increased stomatal closure in the OX lines, such 1.3-fold in OX5-4 and 1.2-fold in OX20-3, compared to the WT. In contrast, the stomatal apertures of *atbbd1* and *atbbd1/atbbd2* were about 1.2-fold wider than that of the WT in the presence of ABA (Figure 5D,E). These data demonstrate that AtBBD1 enhances stomatal closure in an ABA-dependent manner.

Since drought response is regulated not only by ABA, but also by JA and ABA-JA synergistic action, we investigated whether *AtBBD1* is regulated by JA-mediated signaling. Previous work has shown that MYC2-mediated JA signaling inhibits the primary root growth of Arabidopsis seedlings [28]. Therefore, we compared the JA sensitivity of primary roots of the WT, overexpression lines (OX5-4 and OX20-3) and mutants (*atbbd1* and *atbbd1/atbbd2*). However, we could not find any differences in JA-mediated primary root growth retardation among them, indicating that JA signaling is not directly affected by the alteration of *AtBBD1* expression (Supplementary Figure S2A,B). A recent FRET kinase reporter system revealed that ABA alone can regulate the activation of *SnRK2/OST1* and stomatal closure, but MeJA alone does not, demonstrating that ABA-JA synergistic interaction is not essential for ABA-mediated stomatal movement [29]. Therefore, we then examined whether the expression of *MYC2* remained unchanged in the overexpression lines and mutants when compared with WT after drought stress. MYC2 is regarded as a hub for ABA-JA hormonal crosstalk, and acts as a positive regulator of drought stress response [6]. Our qRT-PCR analysis showed that two independent *AtBBD1*-OX lines had significant down-regulation of *MYC2* under drought stress (Supplementary Figure S3), opposite of their drought tolerance phenotypes. To the best of our knowledge, there has been no report that the negative regulation of *MYC2* can trigger drought tolerance. Therefore, down-regulation of *MYC2* by AtBBD1 while regulating ABA-JA crosstalk by drought stress response provides a new insight into ABA-JA interactive pathways, but further experiments are necessary to fully unravel the puzzle.

### 2.5. Overexpression of AtBBD1 Enhances the Expression of Key Regulatory Genes in ABA-Dependent Pathway

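*AtBBD1* (AT1G75380) was at 95.5 FPKM in WT leaves at 0 h and at 541 FPKM after 6 h of PEG. After PEG it was at 631 FPKM in OX5-4, 1.17-fold of WT (95% counting interval 1.14 to 1.19), and at 36.6 FPKM in *atbbd1*, 14.8-fold lower than WT (13.9 to 15.7). Its paralog *AtBBD2* (AT1G19660) was at 68.6, 198, 229 and 140 FPKM in WT at 0 h, WT after PEG, OX5-4 and *atbbd1*, respectively. *AtBBD2* was 1.15-fold of WT in OX5-4 (1.11 to 1.19), so that the transgenic line exceeded WT by about as much at the paralog as at *AtBBD1*.

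The data were 4 mRNA sequencing libraries from leaves of 3-week-old plants, 1 each from untreated WT (0 h) and from WT, OX5-4 and *atbbd1* watered with 20% polyethylene glycol (PEG) for 6 h, which lowers the water potential around the roots. OX5-4 carries an *AtBBD1* overexpression transgene. With 1 library per condition there is no replicate error, so differences between libraries were described by their size and no p-value was computed. No untreated 6 h library is among the 4, so the 6 h libraries differ from WT at 0 h in time of day as well as in PEG.

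The deposited values are FPKM, fragments per kilobase of transcript scaled to the mapped fragments of the library, for 27655 genes. The paper describes mapping to TAIR10 with HISAT2 version 2.1.0, RPKM values from the Cufflinks pipeline and a stranded library kit, whereas the submitters' processing notes name TopHat2 and Cufflinks and their protocol names a standard mRNA kit. Whether strand was used in counting is not given in the sources used here. The size of the smallest steps between FPKM values of genes of known exon length gave estimated totals of 15324000, 15709000, 17686000 and 16985000 mapped fragments for WT at 0 h, WT after PEG, OX5-4 and *atbbd1*. At these totals, 99.2% to 99.3% of low values of genes with 1 transcript lay within 0.15 of a whole number of reads. Exact 95% intervals of ratios were computed from these reads and cover counting error only. Against a library listed at 0, the ratio was bounded by a floor of 3 reads.

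A gene was kept if it reached 1 FPKM in at least 1 library (16374 genes), and was called higher or lower if its FPKM differed at least 2-fold. Members of a list are given as above or below WT at any size of difference. Gene groups were 30 lists of 255 loci written before the data were examined. Several lists hold genes that the paper draws from the same libraries, so their medians are not independent of its figures. For each list, the median log2 ratio (with 1 added to each FPKM) was set beside 10000 random lists of the same size, matched on mean expression, and is called outside the random range if it lay beyond their central 95%. This percentile describes the 2 libraries compared, not the conditions.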

To gain insight into the mechanism of AtBBD1 in drought stress response, we performed RNA sequencing (RNA-seq) using the WT, OX5-4, and *atbbd1* plants treated with 20% PEG for 6 h, including the WT without treatment as a control. We generated a heatmap of RNA-seq expression z-scores computed for all genes that were differentially expressed (Supplementary Figure S4A). 

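In WT, 2630 genes were at least 2-fold higher after 6 h of PEG than at 0 h and 2609 were lower. Among those with the highest ratios were *COR15B*, which encodes a chloroplast protein of cold acclimation (3.54 FPKM at 0 h and 616 FPKM at 6 h), and *GRP7*, which encodes a clock-controlled RNA-binding protein (8.68 and 2446 FPKM). Among those with the lowest were the morning clock gene *LHY* (125 and 0.45 FPKM) and *CHS*, the first enzyme of flavonoid synthesis (365 and 4.52 FPKM). The 6 morning clock genes measured had a median log2 ratio of −4.63 between WT at 6 h and at 0 h, and the 8 evening clock genes of 4.48, both outside the random range.

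After PEG, OX5-4 had 401 genes higher and 214 lower than WT. Among the lowest ratios was that of *PCC1*, a pathogen-responsive and circadian-regulated gene, at 83.9 FPKM in WT and 13.7 FPKM in OX5-4. *GSTF2*, a glutathione transferase, was at 111 and 38.4 FPKM. In *atbbd1*, 175 genes were higher and 866 were lower than in WT. *CSD2*, a chloroplast copper/zinc superoxide dismutase, was among the highest (21.6 FPKM in WT and 77.0 FPKM in *atbbd1*), and *BGLU18*, a β-glucosidase that releases ABA from its glucose ester, was among the lowest (66.6 and 2.42 FPKM). The 7 vascular markers measured were all above WT in *atbbd1*, 2 of them by at least 2-fold, with a median log2 ratio of 0.52, and the 8 evening clock genes had a median of 0.25, both above the random range. The 6 morning clock genes were all below WT in *atbbd1*, 2 of them by at least 2-fold, with a median of −0.28, within the range, and of −0.65, below it, with a pseudocount of 0.1.

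The median log2 ratio of the 14047 genes kept and measured in all 4 libraries was 0.04 between WT at 6 h and 0 h, 0.02 between OX5-4 and WT and −0.10 between *atbbd1* and WT. Median-of-ratios scaling, which removes most of this shift, gave 215 genes higher and 737 lower in *atbbd1*. At a 4-fold threshold, 94 genes were higher and 33 lower in OX5-4, and 17 were higher and 260 lower in *atbbd1*.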

By applying specific filters to screen genes with at least two-fold difference in the expression level, we identified 388 DEGs that were up-regulated in OX5-4 and were down-regulated in *atbbd1* (Supplementary Figure S4B). 

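After PEG, 200 genes were at least 2-fold higher in OX5-4 and at least 2-fold lower in *atbbd1* than in WT. The genes named here are among the 10 with the widest difference between both lines. The late embryogenesis abundant (LEA) gene *LEA7* was at 14.8 FPKM in WT and 59.1 FPKM in OX5-4 and was listed at 0 in *atbbd1*, at least 75.6-fold lower. *ABR*, an ABA-responsive LEA gene, was at 15.7 FPKM in WT and 233 FPKM in OX5-4, 14.8-fold higher (12.5 to 17.7), and was listed at 0 in *atbbd1*. *LTP4*, a lipid transfer protein gene, was at 15.0, 243 and 0.14 FPKM in WT, OX5-4 and *atbbd1*, the last from 2 reads. *HAI1*, a clade A protein phosphatase 2C gene that represses ABA signaling, was at 18.5, 62.7 and 0.14 FPKM.

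Of the 200 genes, 96 were higher and 33 lower in WT after PEG than at 0 h, and 71 were neither. In *atbbd1* after PEG, 108 of the 200 were at least 2-fold below WT at 0 h. The reverse set, lower in OX5-4 and higher in *atbbd1*, held 6 genes, while 41 genes were higher in both lines and 83 were lower in both. Independent lists of these sizes would share 21.2 genes in the first direction and 2.29 in the reverse. In 100 simulations without any effect of genotype, both lines were set against the same WT library. The first set then held 1.92 genes on average and at most 6, and the reverse set 1.71 and at most 7. The sets higher in both and lower in both held 55.9 and 33.7 on average and at most 71 and 46. Genes were drawn independently of each other, with the spread seen between OX5-4 and WT for both lines. Changes shared by many genes were thus left out, so the simulations cannot say whether the 200 genes come from genotype.

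Without the filter on low FPKM, a filter that the paper does not state, 340 genes were at least 2-fold higher in OX5-4 and lower in *atbbd1*. With the filter, the 200 genes fell to 102 with 1 added to each FPKM and to 33 at a 4-fold threshold. The counting intervals of both ratios lay beyond 1 for 175 of them. The single WT library could not be split, so the 41 genes higher in both, and part of the excess of the 83 lower in both over independent lists (11.3 genes), may come from that shared control.

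**Figure D1:**
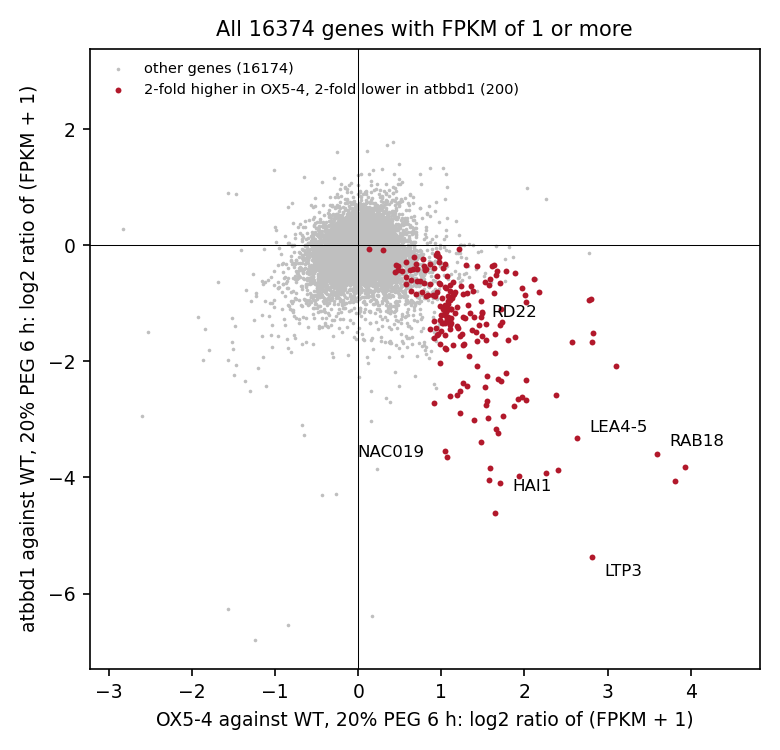
Each point is 1 of the 16374 genes with at least 1 FPKM in at least 1 library, plotted by its log2 ratio of (FPKM + 1) in OX5-4 against WT (horizontal axis) and in *atbbd1* against WT (vertical axis), all after 20% PEG for 6 h, with 1 library each. The 200 red genes lie to the lower right, several labelled by name, and those close to 0 are genes of low FPKM, whose ratios the added 1 shrinks.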

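Among the 30 gene lists, 10 were above and 3 below the random range in OX5-4 relative to WT after PEG, and 2 were above and 13 below in *atbbd1*. The clade A PP2Cs, the LEA proteins and dehydrins, cold response, galactinol and raffinose synthesis, cuticular wax, JA biosynthesis and senescence lists were above the range in OX5-4 and below it in *atbbd1*. Of the 200 genes higher in OX5-4 and lower in *atbbd1*, 16 belonged to a list. They were 5 clade A PP2Cs, 4 LEA and dehydrin genes (*LEA7*, *LEA4-5*, *RAB18* and *KIN1*, the last also a cold response gene), the wax genes *CER1* and *WSD1*, the galactinol synthase *GolS2*, the JA-responsive *VSP2*, the senescence regulator *NAP*, the touch-responsive *ZAT10* and the anthocyanin regulator *PAP1*. The lists cover known pathways and no test of GO terms was run. Without the filter on low FPKM, the JA biosynthesis median in OX5-4 was 0.11, within the random range (percentile 94.99).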

Using Gene Ontology (GO) analysis, we found that most of the DEGs belong to the groups related to ABA or drought, such as response to ABA, response to drought, response to osmotic stress, ABA activated signaling, and negative regulation of ABA signaling, etc. (Supplementary Figure S5).

Because *AtBBD1* is regulated by ABA signaling (Figure 5A–E) and because the ABA-dependent signaling cascade is a major player in drought response, we identified the expression patterns of some key genes related to ABA and its downstream drought stress signaling cascade using RNA-seq data (Figure 6A,B). 

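Of the 38 genes drawn in Figure 6B, 29 were higher in OX5-4 and lower in *atbbd1* than in WT after PEG at any size of difference, and 12 were so by at least 2-fold. The 7 protein phosphatases all had this order, 5 of them by 2-fold. Of the 15 transcription factors and other proteins, 14 had it, 7 by 2-fold. The 14 include *MYC2*, listed at 0 in *atbbd1*, whose ratio in OX5-4 had a counting interval that included 1. They also include *NAC055* and *MYB2*, which were at only 0.41 and 0.37 FPKM in WT after PEG. *NAC072*, a NAC transcription factor of dehydration responses, was at 18.9 FPKM in WT, 45.7 FPKM in OX5-4 and 2.48 FPKM in *atbbd1*. *WRKY40*, a repressor of ABA-responsive genes, was the exception, with 2.11 FPKM in WT and lower values of 1.32 and 0.67 FPKM in OX5-4 and *atbbd1*. Of the 9 receptors and kinases, 2 had the order. The ABA receptor gene *PYL4* ran the other way, 1.87-fold lower in OX5-4 (1.30 to 2.74) and 2.64-fold higher in *atbbd1* (2.03 to 3.44).

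The 7 ABA receptors measured in the receptor list had median log2 ratios of −0.05 in OX5-4 and 0.06 in *atbbd1*, within the random range, which the second left without the filter (percentile 98.36). Under median-of-ratios scaling the 29 became 28, and with 1 added to each FPKM the 12 became 11. The paper drew these 38 genes from the same libraries, so their tally is not independent evidence of the direction.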

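*NCED3*, which encodes the rate-limiting dioxygenase of ABA synthesis, was at 0.93 FPKM in WT at 0 h and 9.38 FPKM after PEG. It was at 18.5 FPKM in OX5-4, 1.97-fold of WT (1.75 to 2.22), and at 2.69 FPKM in *atbbd1*, 3.49-fold lower (2.84 to 4.29). *AAO3*, the aldehyde oxidase of the last step, was at 4.23, 7.14 and 3.26 FPKM in WT, OX5-4 and *atbbd1*, 1.69-fold higher and 1.30-fold lower, with both intervals beyond 1. *ABA1*, the zeaxanthin epoxidase, was 1.24-fold higher (1.20 to 1.28) and 1.14-fold lower, again with an interval beyond 1, after a level of 409 FPKM at 0 h and 144 FPKM after PEG in WT. *ABA2*, a dehydrogenase of the pathway, was at 10.4, 9.69 and 10.9 FPKM in WT, OX5-4 and *atbbd1*, which its counting intervals did not separate. The 6 ABA biosynthesis genes measured had median log2 ratios of 0.27 in OX5-4 (percentile 99.24) and −0.24 in *atbbd1* (percentile 10.26).

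Of the 3 SnRK2 kinases that carry ABA signaling, 2 were at least 2-fold higher in WT after PEG than at 0 h, with *SnRK2.2* 17.0-fold higher, and *SnRK2.6* was at 5.47 and 6.53 FPKM. The median log2 ratio was 3.17. Between genotypes, *SnRK2.2* and *SnRK2.3* differed little, while *SnRK2.6* was higher in OX5-4. *SnRK2.2* was at 130 FPKM in WT, 141 FPKM in OX5-4 and 130 FPKM in *atbbd1*, and *SnRK2.3* was at 34.1, 32.3 and 32.8 FPKM. *SnRK2.6* was at 6.53 FPKM in WT and 9.17 FPKM in OX5-4 (interval of the ratio 1.17 to 1.68), and at 0.917 of WT in *atbbd1* (0.749 to 1.12). The list medians were 0.11 in OX5-4 and −0.05 in *atbbd1*, within the random range, and median-of-ratios scaling placed *SnRK2.2*, *SnRK2.3* and the list median slightly above WT in *atbbd1*.

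The drought marker genes spanned wider ranges. *RD29B*, an ABA-responsive LEA-like gene, was at 15.8 FPKM in WT after PEG, 87.7 FPKM in OX5-4 and 0.14 FPKM in *atbbd1*, 112-fold below WT (49.5 to 359). The dehydrin *RAB18* was at 57.5, 707 and 3.84 FPKM in the same order, and the caleosin *RD20* at 164, 495 and 10.5 FPKM. *RD29A*, which was 68.5-fold higher in WT after PEG than at 0 h, was 1.46-fold higher in OX5-4 and 3.22-fold lower in *atbbd1*. *RD22* was 2.74-fold higher and 2.60-fold lower. *NAC019* was 2.09-fold higher (1.93 to 2.27) and 16.0-fold lower (12.2 to 21.3), and *MYB44* 1.21-fold higher and 2.29-fold lower.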

As shown in Figure 6B, the expression of genes related to ABA biosynthesis, Snf-1-related protein kinases, and drought stress response increased in OX5-4 plants, but decreased in *atbbd1* plants, compared to the WT, after 6 h of drought treatment, consistent with our results on drought phenotypes.

Since we analyzed the RNA-seq analysis in a single sequencing run, we validated the expression profiles of some key genes involved in ABA-dependent drought stress response by qRT-PCR after drought treatment (Figure 7). Consistent with our RNA-seq data, the expression of *ABA1* (*ABA deficient 1*) [30] and *NCED3* (*nine-cis-epoxycarotenoid dioxygenase 3*) [2], two genes related to ABA biosynthesis, was higher in OX plants than in the WT, whereas it greatly decreased in *atbbd1* and *atbbd1/atbbd2* compared to the WT at both 6 and 12 h after drought treatment. It is well-known that the induction of ABA biosynthesis-related genes, including *ABA1* and *NCED3*, under stress conditions results in the enhanced production of ABA in various plant tissues, leading to tolerance to stresses [2,30]. Similarly, the expression of six well-characterized drought stress-responsive marker genes, *MYB44*, *NAC019* (*NAC domain containing protein 19*), *RD29B* (*responsive to desiccation 29B*), *RAB18* (*responsive to ABA 18*), *RD20* (*responsive to desiccation 20*), and *RD22* (*responsive to desiccation 22*), was also highly induced in OX plants than the WT, while it was greatly reduced in *atbbd1* and *atbbd1/atbbd2* compared to the WT after 6 h and 12 h of drought treatment (Figure 7).

Since it is known that drought response in Arabidopsis is considerably regulated by ABA-independent signaling pathways, we analyzed our RNA-seq data in-depth to unearth whether an ABA-independent signaling pathway is also involved in AtBBD1′s drought tolerance regulation. 

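*DREB2A*, a transcription factor of osmotic and heat stress responses that acts without ABA, was at 0.08 FPKM in WT at 0 h and at 5.08 FPKM after PEG, 63.5-fold higher (17.5 to 537). It was 1.35-fold higher in OX5-4 than in WT after PEG (1.08 to 1.70) and 1.34-fold lower in *atbbd1* (1.03 to 1.76). *DREB2B* was listed at 0 in WT at 0 h and was at 1.79 FPKM after PEG. It was 1.46-fold of WT in OX5-4 (0.985 to 2.17) and 1.43-fold in *atbbd1* (0.964 to 2.14), ratios that counting error alone could give. Neither gene passed 2-fold between genotypes.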

We could not find any significant altered expression of *DREB2A* and *DREB2B,* two well-studied genes for ABA-independent drought stress signaling (Supplementary Figure S6). However, *ERD1*, a gene also related to the ABA independent pathway, showed increased expression in OX plants, whereas it had decreased expression in *atbbd1* plants compared to the WT (Figure S6). 

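*ERD1*, which encodes a chloroplast Clp protease regulatory subunit, was at 58.5 FPKM in WT at 0 h and at 53.1 FPKM after PEG. It was at 83.5 FPKM in OX5-4, 1.57-fold of WT (1.50 to 1.65), and at 37.0 FPKM in *atbbd1*, 1.44-fold lower (1.36 to 1.52), below the 2-fold threshold in both lines. The 3 genes of the ABA-independent list (*DREB2A*, *DREB2B* and *ERD1*) had median log2 ratios of 0.37 in OX5-4 (percentile 97.74) and −0.35 in *atbbd1* (percentile 8.40). With a filter of 5 FPKM, which leaves out *DREB2B*, the first was 0.51, within the random range of lists of 2 genes (percentile 90.7).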

*ERD1* expression can be regulated by ABA and drought inducible NAC TFs, NAC019, and NAC055, which have been reported to function via ABA-dependent and ABA-JA synergistic pathways during drought stress [31].

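All 7 clade A PP2C genes measured, whose phosphatases bind the ABA receptors and inactivate the SnRK2 kinases, were above WT in OX5-4 and below it in *atbbd1* after PEG. Of these, 5 were higher and 6 lower by at least 2-fold, and the median log2 ratios were 1.27 and −1.46. They are the 7 phosphatases drawn in Figure 6B from the same libraries, so the medians are not independent evidence of the direction. *HAI2* was at 11.0 FPKM in WT, 32.5 FPKM in OX5-4 and 0.15 FPKM in *atbbd1*. *PP2CA* was at 78.1, 154 and 29.9 FPKM, 1.98-fold higher (1.88 to 2.08) and 2.61-fold lower (2.42 to 2.82). *ABI1* was 2.12-fold higher (2.02 to 2.23) and 2.50-fold lower (2.31 to 2.70), and *HAB1* 2.52-fold higher and 7.79-fold lower.

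The ABA 8′-hydroxylase genes, which start ABA catabolism, had low levels. *CYP707A3* was at 0.87 FPKM in WT, 2.19 FPKM in OX5-4 and 0.49 FPKM in *atbbd1*, 2.52-fold higher (1.61 to 4.01) and 1.78-fold lower with an interval that included 1 (0.941 to 3.47). *CYP707A2* was 1.73-fold higher (1.29 to 2.32) and 2.19-fold lower (1.45 to 3.37). *CYP707A1*, at 0.60 FPKM in WT, had ratios that counting error did not separate from 1 in either line. The 2 genes that passed the filter had medians of 0.67 and −0.49, within the random range of lists of 2 genes, and without the filter the OX5-4 median was 0.44 (percentile 99.49).

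**Figure D2:**
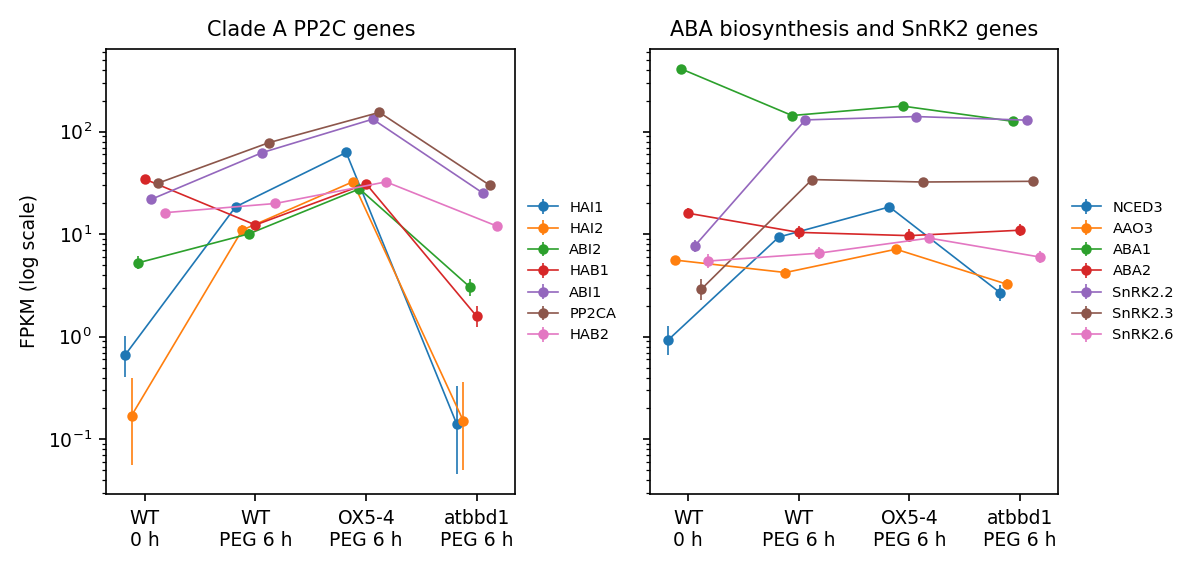
FPKM (log axis) of the 7 clade A PP2C genes (left) and of 7 ABA biosynthesis and SnRK2 genes (right) in the 4 libraries, with points for values, bars for 95% counting intervals and lines joining the values of a gene. After PEG the 7 PP2C genes lie above WT in OX5-4 and below it in *atbbd1*, whereas *SnRK2.2* and *SnRK2.3* stay near their WT level.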

We also noted that the expression of genes related to ABA catabolism and PP2Cs, which are negative regulators of ABA signaling, increased in OX5-4 and decreased in *atbbd1* compared to the WT after 6 h of drought treatment (Figure 6B). Consistent with the RNA-seq data, our qRT-PCR analyses also revealed the expression of *CYP707A3* (*Cytochrome 707A3*) and *PP2CA* was increased in OX plants, but was decreased in single and double knock-out plants compared to the WT at the indicated time points of drought treatment (Figure 7). This result could be explained by the AtBBD1-derived positive feedback, which may increase the endogenous ABA level, contributing to the higher expression of those genes [32,33]. 

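Genes of jasmonic acid (JA) synthesis and signaling were below WT in *atbbd1* after PEG. All 12 JA biosynthesis genes measured were so (all but *JAR1* under median-of-ratios scaling), 3 of them by at least 2-fold, with a median log2 ratio of −0.58. *LOX2*, the chloroplast lipoxygenase of the first step, was at 245 FPKM in WT and 113 FPKM in *atbbd1*, 2.16-fold lower (2.10 to 2.23), and *AOC1*, an allene oxide cyclase, was 3.66-fold lower. All 13 JA signalling genes measured were below WT, 6 by 2-fold, with a median of −0.77. The JAZ repressor genes *JAZ1* and *JAZ9* were 2.88-fold and 3.57-fold lower. *MYC2*, a core transcription factor of JA signaling, was at 7.11 FPKM in WT and listed at 0 in *atbbd1*. It was the 1 gene so listed with at least 3 FPKM in each of the other libraries. The defensin gene *PDF1.2* was at 426 FPKM in WT and 3.56 FPKM in *atbbd1*, 120-fold lower (86.0 to 172), with near-identical copies that can share its reads.

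In OX5-4 the JA biosynthesis median was 0.17 (percentile 99.09), and 0.07 with a filter of 5 FPKM, within the random range (percentile 81.44), and the JA signalling median was 0.08 (percentile 84.86, and 97.62 without the filter). *VSP2*, a vegetative storage protein gene induced by JA, was at 1.34 FPKM in WT and 15.4 FPKM in OX5-4, 11.5-fold higher (7.97 to 16.9). *PDF1.2* was 1.79-fold lower in OX5-4, *LOX2* was at 0.942 of WT, and *MYC2* was at 8.04 FPKM, 1.13-fold of WT (0.986 to 1.30).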

The involvement of JA signaling for the function of *AtBBD1* during drought stress is further confirmed by our RNA-seq data, as a few genes related to JA-signaling appeared to be enriched (Figure S5). 

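The ABA-responsive bZIP transcription factors, which bind the ABA-responsive elements of drought genes, were below WT in *atbbd1* after PEG in all 5 cases, 2 of them by at least 2-fold, with a median log2 ratio of −0.71 (percentile 0.09). *ABF3* was at 32.3 FPKM in WT and 8.60 FPKM in *atbbd1*, 3.76-fold lower (3.34 to 4.24), and *ABF2* was 1.95-fold lower. In OX5-4, *ABF2* and *ABF3* were 2.28-fold and 1.77-fold higher, *ABF1* was at 44.9 FPKM in both, and the median of 0.17 was within the random range (percentile 91.78), but above it with a filter of 5 FPKM (percentile 99.77).

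The paper reports the ABA synthesis, kinase and drought genes of Figure 6B and *ERD1* as altered, and *DREB2A* and *DREB2B* as not altered. For the PP2C and ABA catabolism genes, also altered, it raises a positive feedback on ABA level, and it reports some JA-related genes as enriched. It also gives qRT-PCR of some of these genes in OX and knockout lines, and the ABA sensitivity of these lines in germination and stomatal closure. In these lines it found no difference from WT in the inhibition of primary root growth by JA. The paper proposes that *AtBBD1* acts in drought through ABA-dependent signaling.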

Taken together, our results imply that the drought tolerance conferred by AtBBD1 is regulated by ABA-dependent drought response signaling.

### 2.6. Overexpression of AtBBD1 Increases the Expression of Drought Stress-Responsive Genes

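*LTP3*, a lipid transfer protein gene, was at 65.6 FPKM in WT after PEG, 468 FPKM in OX5-4 and 0.61 FPKM in *atbbd1*, 7.13-fold higher (6.62 to 7.68) and 108-fold lower (54.1 to 249). *LEA4-5*, a LEA gene of water deficit, was at 11.0, 73.4 and 0.20 FPKM, the last from 3 reads. *ZAT10*, a zinc finger repressor induced by osmotic stress, was 2.73-fold higher (2.03 to 3.69) and 6.04-fold lower (3.18 to 12.8). *RPK1*, a receptor-like kinase of ABA responses, was 1.34-fold higher (1.11 to 1.61) and 2.48-fold lower (1.92 to 3.24). *MYB2*, a transcription factor induced by water deficit, was at 0.37, 1.24 and 0.04 FPKM, the last from 1 read, with ratios of 3.35-fold higher (1.49 to 8.41) and 9.25-fold lower (1.16 to 384).

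Of the 29 distinct genes drawn in Figure 8A, 27 were above WT in OX5-4 and below it in *atbbd1* after PEG, 25 of them by at least 2-fold. The homeobox gene *HB-7* was at 32.2, 105 and 2.52 FPKM, and *AFP1*, whose protein binds ABI5, at 18.0, 55.7 and 0.15 FPKM. The exceptions were *BDG1*, at 3.66, 3.74 and 4.02 FPKM, and *MKK1*, a MAP kinase kinase gene that was below WT in both lines (1.39-fold and 1.65-fold). With 1 added to each FPKM, the 25 became 19. The paper selected these genes as differentially expressed in the same libraries, and *LTP3* and *LTP4* can share reads.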

To identify other regulatory genes responsible for the drought tolerance phenotype of *AtBBD1*-OX plants, we generated a heatmap of DEGs related to the response to drought and osmotic stress, and found that the expression of a number of well-known positive regulators in drought response, such as *MYB2* [6], STZ/*ZAT10* (*salt tolerance zinc finger*) [34], *LEA4-5* (*late embryogenesis abundant 14*) [35], *RPK1* (*receptor-like protein kinase 1*) [36], and *LTP3* (*lipid transfer protein 3*) [37], etc., was enhanced in the OX5-4 line but was reduced in *atbbd1* compared to the WT (Figure 8A). We performed qRT-PCR for three genes, *LTP3, LEA4-5,* and *ZAT10*, and observed that the expression of these genes was greatly increased in OX plants and was sharply decreased in *atbbd1* and *atbbd1/atbbd2* compared to the WT plants after 6 h of drought treatment (Figure 8B), which is consistent with the RNA-seq data (Figure 8A). These data imply that our single sequencing run RNA-seq data is quite reliable and suggests that the drought tolerance and susceptible phenotype of *AtBBD1*-OX and *atbbd1* plants, respectively, are associated with the altered expression of well-known drought stress responsive genes.

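The LEA proteins and dehydrins, which protect cells during dehydration, differed in both lines. All 13 measured were above WT in OX5-4, 5 by 2-fold, and all 13 were below it in *atbbd1*, 9 by 2-fold, with median log2 ratios of 0.80 and −1.60 (percentiles 100 and 0). *ERD10*, a dehydrin gene, was at 434 FPKM in WT after PEG, 655 FPKM in OX5-4 and 142 FPKM in *atbbd1*. The galactinol and raffinose synthesis genes, which make osmoprotectant sugars, had medians of 0.55 and −1.06. *GolS2* was at 17.1, 37.1 and 0.45 FPKM, 38.1-fold lower in *atbbd1* (21.0 to 76.6). The 6 genes of proline metabolism had medians of 0.16 and −0.13, within the random range, and of 0.35 and −0.43, outside it, with a filter of 5 FPKM. Genes of proline synthesis and breakdown are pooled there, and a median can hide opposite changes. *P5CS1*, of synthesis, was higher in OX5-4 and lower in *atbbd1*. *PRODH*, of breakdown, was lower in OX5-4 and not separated from WT by counting error in *atbbd1*.

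The 9 reference genes had medians of 0.05 in OX5-4 and −0.05 in *atbbd1* (above 0 under median-of-ratios scaling), and none differed by 2-fold. The vascular markers, which were above WT in *atbbd1*, had a median of 0.23 in OX5-4 (percentile 97.81), and of 0.15 without the filter, within the random range (percentile 96.32). Both lines are compared with the same WT library.

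**Figure D3:**
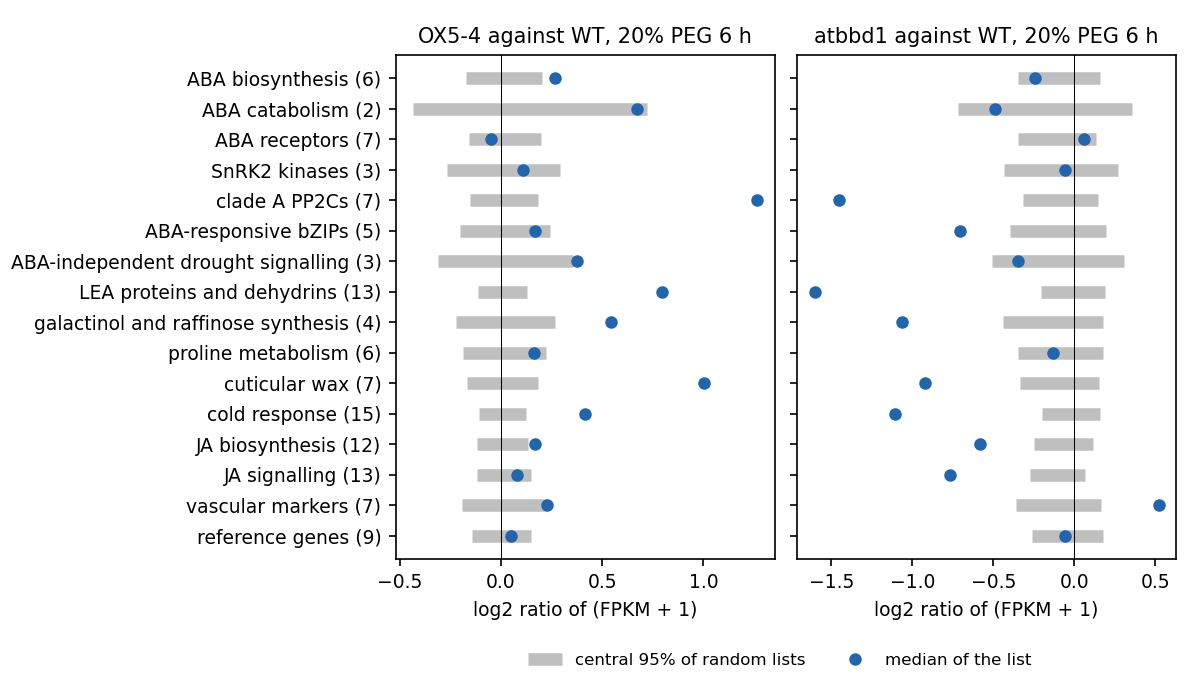
Median log2 ratio of (FPKM + 1) of 16 gene lists (points, with the number of genes measured in brackets) in OX5-4 (left) and *atbbd1* (right) against WT after 20% PEG for 6 h, and the central 95% of 10000 random lists matched on expression (grey bars). The clade A PP2C, LEA and dehydrin, galactinol, wax and cold lists lie above the bars in OX5-4 and below them in *atbbd1*.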

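*KIN1*, a cold- and ABA-induced LEA-like gene, was at 0.47 FPKM in WT at 0 h and 83.3 FPKM after PEG. It was at 266 FPKM in OX5-4, 3.19-fold of WT (2.98 to 3.42), and at 8.38 FPKM in *atbbd1*, 9.95-fold lower (8.22 to 12.1). Its near-identical neighbour *KIN2*, which can share its reads, was 1.04-fold higher and 1.84-fold lower. *RAB18* was 12.3-fold higher (11.5 to 13.1) and 15.0-fold lower (11.8 to 19.3). *COR15A*, which protects chloroplast membranes in the cold, was at 939 FPKM in WT, 1698 FPKM in OX5-4 and 245 FPKM in *atbbd1*. The CBF transcription factors of cold acclimation were lower in *atbbd1*, with *CBF3* at 17.5 FPKM in WT and 7.87 FPKM in *atbbd1*, whereas in OX5-4 *CBF3* was 1.63-fold higher and *CBF2* 1.44-fold lower.

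Of the 15 cold response genes measured, 11 were above WT in OX5-4, 2 by at least 2-fold, and all 15 were below WT in *atbbd1* (all but *ZAT12* under median-of-ratios scaling), 10 by 2-fold. The median log2 ratios were 0.42 and −1.11 (percentiles 100 and 0). Of the same 15, 13 were at least 2-fold higher in WT after PEG than at 0 h. The list shares genes with the LEA and dehydrin list.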

We also identified significant GO enrichment related to cold (Figure S3B) and differential expression of some cold-stress responsive genes like *KIN1* and *RAB18* (Figure 7 and Figure 8), indicating that *AtBBD1* possibly has an important role in cold response in Arabidopsis. Further experiments are required to elucidate the physiological role of *AtBBD1* in cold stress. We recently reported that AtBBD1 can cleave both DNAs and RNAs, including mRNA, in vitro [21] We are not sure whether the enhanced expression of key genes is affected by its nuclease activity. Although there are recent reports that RNA processing, such as disruption of alternative splicing, mimics abiotic stress response through activating ABA signaling [38], no nuclease has been reported to be involved in ABA-mediated drought resistance. Thus, future research is needed to address whether nuclease activity is crucial for ABA-mediated drought resistance by AtBBD1.

## 3. Materials and Methods

### 3.1. Plant Materials

Seeds of the wild-type (WT, *Arabidopsis thaliana* ecotype Columbia) and all transgenic plants were surface sterilized with 70% ethanol for 1 min followed by treatment with 2% sodium hydroxide for 5 min and then washed five times with sterile water. All seeds were grown in soil (Sunshine Mix#5, Sun Gro Horticulture) or on 1/2 strength Murashige and Skoog (MS) agar media [39] supplemented with 1% (*w*/*v*) sucrose and 1% (*w*/*v*) agar, at 23 ± 2 °C and 50% relative humidity under 16 h-light/8 h-dark conditions. The T-DNA insertion mutant *atbbd1* (SALK_067060) was obtained from the Arabidopsis Biological Resource Centre (http://www.arabidopsis.org/ (accessed on 17 February 2021)), and the *atbbd1/atbbd2* double knock-out line was provided by Prof. Yang Do Choi in Seoul National University (Supplementary Figure S1b).

To analyze the expression patterns of *AtBBD1* and *AtBBD2* in response to ABA and JA, two-week-old Arabidopsis (Col-0) plants grown on 1/2 MS solid media were treated with 100 µM ABA or 100 µM JA. For dehydration treatment, the plants were placed in a laminar flow hood without the plate lid. For treatment of PEG and salt, three-week-old soil-grown plants were watered with 20% PEG 6000 or 200 mM NaCl. Then, all the samples were collected 0, 1, 3, 6, 9, 12, and 24 h after treatment to check whether expression of genes was affected by the circadian rhythm.

### 3.2. Construction of Transgenic Plants

To construct *Pro_BBD1_:GUS* and *Pro_BBD2_:GUS* transgenic plants, the 4000-bp and 1370-bp putative promoter regions upstream from the start codon of *AtBBD1* and *AtBBD2* genes, respectively, were amplified from Arabidopsis genomic DNA by PCR using the primers listed in the Supplementary Table S1, and were inserted into the corresponding *BamHI* site of the pBI101 vector (Clontech). For *AtBBD1*-overexpressing transgenic Arabidopsis plants, the coding region of *AtBBD1* (AT1g75380) was amplified with the primers listed in Supplementary Table S1 using PrimeSTAR™ HS DNA Polymerase (Takara Bio), digested with *XbaI* and *BamHI*, and inserted into the corresponding site of the binary plant transformation vector pCsVMV1300 [40].

The vector constructs were transformed into *Agrobacterium tumefaciens* strain GV3101 using the freeze-thaw method [41]. Transgenic plants generated using the floral dipping method [42] were grown on a 1/2 MS solid selection medium containing 250 mg L^−1^ carbenicillin and 30 mg L^−1^ hygromycin or 50 mg L^−1^ kanamycin for *AtBBD1*-overexpressing or *Pro_BBDs_:GUS* plants, respectively. The surviving plants were then transferred to soil. For *AtBBD1*-overexpression lines, two independent T_3_ homozygous lines (OX5-4 and OX20-3) were selected and used in this study.

### 3.3. Subcellular Localization Analysis

To generate *Pro_35S_:BBD1-sGFP* and *Pro_35S_:BBD2-sGFP* constructs, full-length cDNAs of *AtBBD1* and *AtBBD2* were amplified, digested with *Xba*I and *Bam*HI, and ligated in-frame to the C terminus of the green fluorescence protein (GFP) gene of the vector 326-sGFP [43]. The constructs were introduced into Arabidopsis protoplasts together with *Pro_35S_:NLS-RFP*, a chimeric red fluorescent protein (RFP) construct containing a nuclear localization signal, using a PEG-mediated transformation method with minor modifications [44], and then incubated overnight under dim light. To analyze the subcellular localization, the GFP or RFP signal in each sample was captured by a confocal laser scanning microscope (LSM 510 META, Zeiss). An argon laser (488 nm of excitation) was set with 505–530 band-pass for GFP, while a HeNe laser (543 nm) was set with 560–615 bandpass for RFP detection. LSM image browser software (Zeiss) was used to adjust the images.

### 3.4. GUS Histochemical Staining Analysis

For GUS histochemical staining, samples were incubated with X-Gluc solution (1 mM 5-bromo-4-chloro-3-indolyl-β-D-glucuronic acid, 10 mM Na_2_EDTA, 0.5 mM potassium ferrocyanide, 0.5 mM potassium ferricyanide, 0.1% (*v*/*v*) Triton X-100, 50 mM NaPO_4_ buffer, pH 7.0) at 37 °C overnight. After staining, the chlorophyll was cleared by immersing the samples in 70% EtOH and 100% EtOH each for one day. The tissues were observed with an optical microscope (Olympus BX-51).

### 3.5. RNA Isolation and qPCR Analysis

Total RNA was isolated using RNAiso (Takara Bio) according to the manufacturer’s instructions. Three µg of Arabidopsis total RNA was reverse transcribed using RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. Quantitative real time PCR (qRT-PCR) was performed using the KAPA SYBR^®^ FAST qPCR kit (Kapa Biosystems) in a LightCycler^®^480 II (Roche). Ten ng of cDNA were amplified in a 20-μL reaction using the following conditions: denaturation at 95 °C for 5 min and 45 cycles of 95 °C for 10 s, 57 °C for 10 s, and 72 °C for 20 s. The relative expression was calculated by the comparative Ct method (threshold cycle number at the cross-point between amplification plot and threshold) as determined by analysis with LightCycler^®^480 II software. *PP2CAA3* (AT1g13320) or *eIF4a1* was used as the internal reference to normalize the values. Each cDNA sample was amplified in triplicate to circumvent the experimental error. Three independent experiments were carried out for biological replication. All primers used for qRT-PCR are shown in Supplementary Table S1.

### 3.6. Drought Treatment and Water Loss

For drought treatment, three-week-old soil-grown Arabidopsis plants were subjected to a dehydration treatment by withholding watering for 10 days. Drought tolerance was assessed three days after re-watering and the survival rate was calculated by counting the number of plants whose growth resumed. To measure the percentage of transpiration water loss, 20 rosette leaves from three-week-old soil-grown plants were detached, weighed, and placed with the abaxial side facing downwards on a filter paper at room temperature, and the leaves were weighed again after 1, 2, 3 and 4 h. The water loss was calculated as the percentage of initial fresh weight. For PEG treatment, three-week-old soil-grown Arabidopsis plants were watered with 20% PEG 6000, and the wilting phenotype was observed three days after treatment. These experiments were carried out with three biological replications.

### 3.7. Quantification of Proline Contents

Proline content was measured as described by Bates et al. (1973) with minor modifications. Leaves of three-week-old plants were freeze-dried, homogenized in 3% sulfosalicylic acid, and then centrifuged at 13,000× *g* for 20 min. The supernatants were transferred into new tubes and equal volumes of acetic acid and ninhydrin reagent (1.25 g ninhydrin dissolved by warming in 30 mL glacial acetic acid and 20 mL 6 M phosphoric acid) were added. The tubes were boiled for 60 min and then kept on ice for 30 min. An equal volume of toluene was added to each sample, mixed vigorously and centrifuged at 1000× *g* for 5 min at room temperature. The absorbance of the upper layer was measured at 520 nm using a Synergy^TM^ H1 Hybrid Multi-Mode Reader (BioTek^®^ Instruments, Inc.).

### 3.8. Seed Germination Assays

Seeds of the WT, *atbbd1*, *atbbd1/atbbd2*, and *AtBBD1*-Ox lines (OX5-4 and OX20-3) were stratified at 4 °C for two days in the dark prior to germination. A total of 100 seeds of each line were plated on MS medium supplemented with 1.0 and 1.5 µM ABA. Seeds were considered to have germinated when the radicle protruded through the seed coat. All seeds were scored daily for five days. The germination rate was calculated as a percentage of the total number of seeds plated. The emergence of green cotyledons was counted on the seventh day after plating. The percentage of green cotyledon emergence was calculated as a percentage of the total number of seeds plated. These two experiments were carried out in triplicate.

### 3.9. Measurement of Stomatal Aperture

Ten rosette leaves from five three-week-old plants were floated in stomatal opening buffer (50 mM KCl and 10 mM MES-KOH, pH 6.15, 10 mM CaCl_2_) under light conditions for 2 h. Stomatal closure was induced by replacing the buffer with fresh buffer containing 10 µM ABA and by incubating the leaves for an additional 2 h. Stomatal apertures in epidermal peels were observed under a microscope (model BX-51; Olympus). Thirty stomata per leaf were calculated using ImageJ software (https://imagej.nih.gov/ij/ (accessed on 17 February 2021)). The buffer without ABA was used as a control. The experiment was carried out in three biological replications.

### 3.10. RNA Sequencing

RNA-sequencing was performed using total RNAs extracted from three-week-old leaves of the WT, OX5-4, and *atbbd1* lines grown under drought conditions (20% PEG, 6 h), because *AtBBD1* gene expression is highest under this condition. Total RNAs extracted from at least five leaves from five individual plants of each genotype were treated with RNase-free DNase I (Invitogen). The concentration of RNA was determined using a DropSense 96 (PerkinElmer) and RiboGreen (Invitogen), and the integrity of RNA was analyzed with a Bioanalyzer RNA Chip (Agilent Technologies). The RNA with a RIN number ≥ 6 was considered for RNA sequencing. The sequencing library was constructed using TruSeq Stranded mRNA Library Prep (Illumina) using 1 μg of total RNA of each sample. The libraries were further validated by Agilent 2100 Bioanalyzer (Agilent Technologies). Afterward, sequencing was performed on a Nextseq 500 Sequencer System (Illumina).

### 3.11. Data Access

The RNA-seq data of this study have been deposited in NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/ (accessed on 17 February 2021)) with accession number GSE152163.

### 3.12. Transcriptome Data Analysis

The raw sequence reads were processed for removal of adapter sequences, followed by qualitative analysis of raw reads using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc (accessed on 17 February 2021)). The high-quality reads were then mapped against the *Arabidopsis thaliana* reference genome TAIR10 (downloaded from http://arabidopsis.org (accessed on 17 February 2021)) using HISAT2 version 2.1.0 [45] with default parameters. Differentially expressed genes were identified using the Cufflinks pipeline [46] and were filtered based on fold-change. Genes with at least two-fold change of RPKM values (reads per kilobase of transcript, per million mapped reads) between two datasets were considered as differentially expressed genes (DEGs). Gene ontology (GO) enrichment analysis was performed using AgriGo Version 2 [47]. We selected the GO terms with Benjamini adjusted *p*-value ≥ 0.05. The heatmap was generated using R programming language (version 4.0.0) and “gplots” package (version 3.0.3).

### 3.13. Statistical Analysis

All statistical comparisons between variants were determined using Graphpad Prism 7 statistical software. Statistical analysis was assessed using one-way ANOVA with post-hoc Tukey test with a 0.05 level of significance (95% confidence interval).

## Figures and Tables

**Figure 1:**
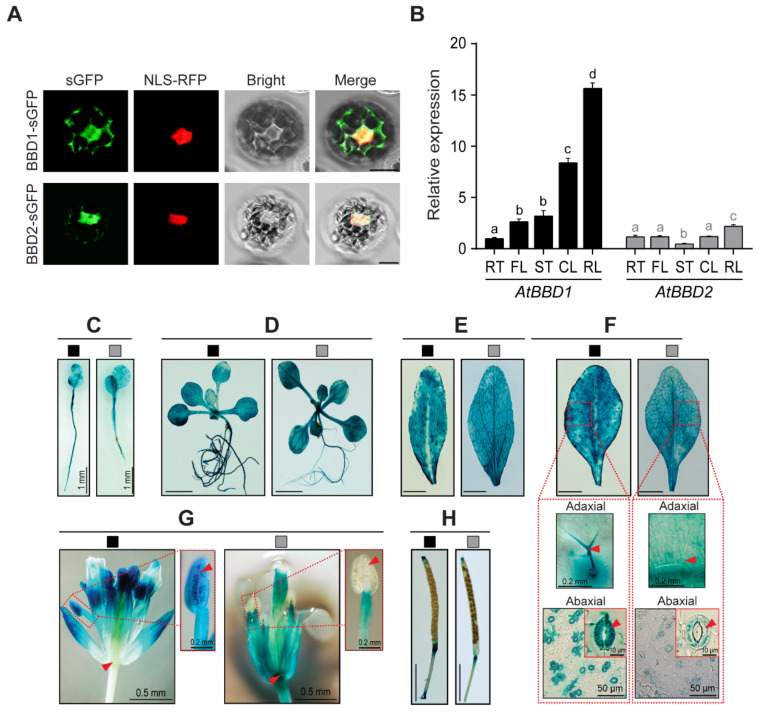
Subcellular localization and tissue-specific expression of *AtBBD1* and *AtBBD2.* (**A**) Subcellular localization of BBD1 and BBD2. *Pro_35S_:AtBBD1-sGFP* or *Pro_35S_:AtBBD2-sGFP* along with *Pro_35S_:NLS-RFP* were transformed into protoplasts isolated from two-week-old Arabidopsis seedlings using a PEG-mediated transformation method. Images of the transformed protoplasts were captured by a confocal laser scanning microscope (LSM 510 META, Zeiss) 20 h after transformation. Scale bar = 10 µM. (**B**) Spatial expression of *AtBBD1* and *AtBBD2* determined by qRT-PCR. The relative gene expression was calculated and normalized to the reference gene *PP2AA3.* The normalized mRNA level in root of *AtBBD1* was set to 1. Total RNAs were obtained from the rosette leaves (RL), cauline leaves (CL), stem (ST), flower (FL), and root (RT). Data represent the mean ± standard error values of three independent experiments. One-way ANOVA with post-hoc Tukey test was used for the statistical comparison of all tissues. Different letters indicate significant differences among tissues for each gene (*p* < 0.05). (**C**–**H**) Promoter activities of *AtBBD1* and *AtBBD2* genes across developmental stages were demonstrated by histochemical GUS analysis of transgenic *ProBBD1:GUS* and *ProBBD2:GUS* lines. In each panel, black and gray squares represent *AtBBD1* and *AtBBD2*, respectively. Red arrow indicates the differential GUS staining between *AtBBD1* and *AtBBD2.* Bar = 10 mm unless written in the figure. (**C**) Five-day-old seedling. (**D**) Two-week-old plants. (**E**) Cauline leaves from three-week-old plants. (**F**) Rosette leaves from three-week-old plants. (**G**) Solitary flower. (**H**) Siliques from five-week-old plants.

**Figure 2:**
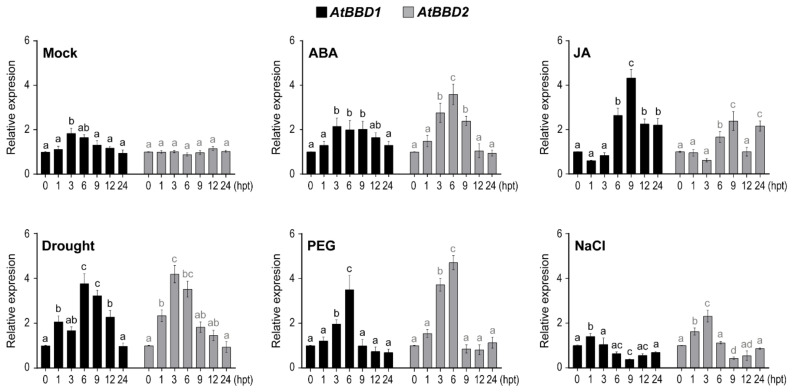
Expression of *AtBBD1* and *AtBBD2* genes in Arabidopsis at various times in response to abiotic stresses. The gene expression was analyzed by qRT-PCR. Two-week-old Arabidopsis (Col-0) plants grown on 1/2 MS agar media were treated with 100 µM abscisic acid (ABA) or 100 µM jasmonic acid (JA) or kept in a lamina flow hood for the dry condition, or transferred to 1/2 MS liquid media containing 20% PEG 6000 (PEG), or were transferred to 1/2 MS liquid media containing 200 mM NaCl. The gene expression was calculated and normalized to the reference gene *eIF4a1*. The normalized mRNA levels in mock-treated wild-type plants at 0 h were set to 1. The relative gene expression values in response to treatments were normalized to mock for each time point. Data represent the mean ± standard error values of three independent experiments. One-way ANOVA with post-hoc Tukey test was used for the statistical comparison of all time points. Different letters indicate significant differences among times for each gene after treatment (*p* < 0.05).

**Figure 3:**
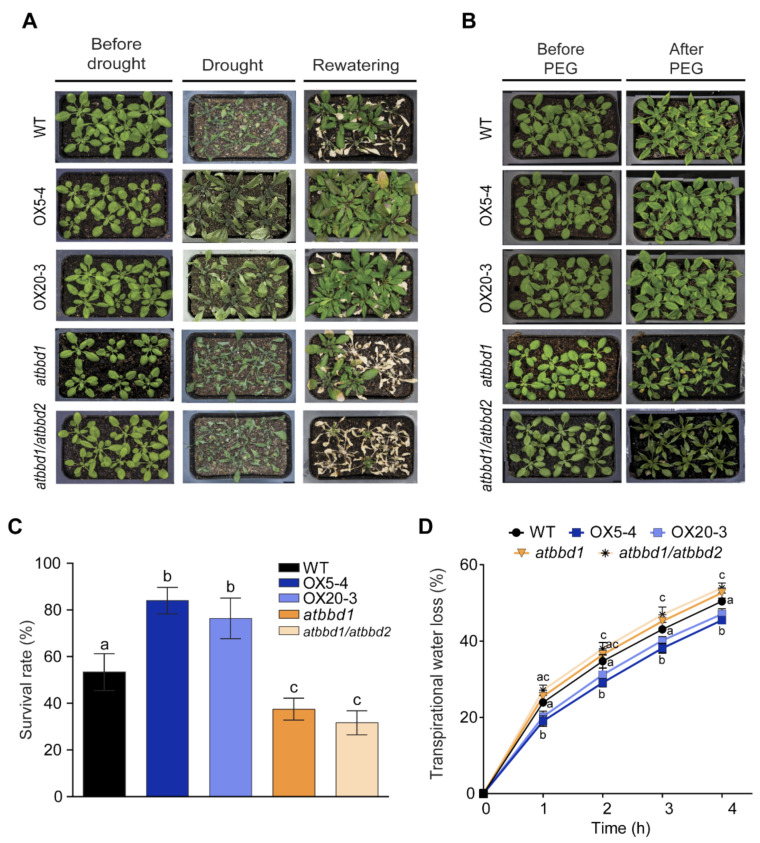
Drought stress response of the WT, two *BBD1*-Ox, *atbbd1*, and *atbbd1/atbbd2* plants. (**A**) Response of the WT, OX5-4, OX20-3, *atbbd1,* and *atbbd1/atbbd2* plants under drought stress conditions. Three-week-old plants were subjected to drought stress by withholding water for 12 days, followed by rewatering for three days. (**B**) Response of the WT, OX5-4, OX20-3, *atbbd1,* and *atbbd1/atbbd2* plants under PEG treatment. Three-week-old plants were stressed by watering with 20% PEG 6000 treatment for three days, and wilting phenotypes were observed. (**C**) Survival rates of plants after rewatering. Data represent the mean ± standard error of three independent experiments, each evaluating 32 plants. (**D**) Transpirational water loss from the leaves of the WT, OX5-4, OX20-3, *atbbd1,* and *atbbd1/atbbd2* plants at various time points after detachment of leaves. Data represent the mean ± standard error of three independent experiments, each evaluating 30 leaves. One-way ANOVA with post-hoc Tukey test was used for the statistical comparison of all genotypes. Different letters indicate significant differences among genotypes (*p* < 0.05).

**Figure 4:**
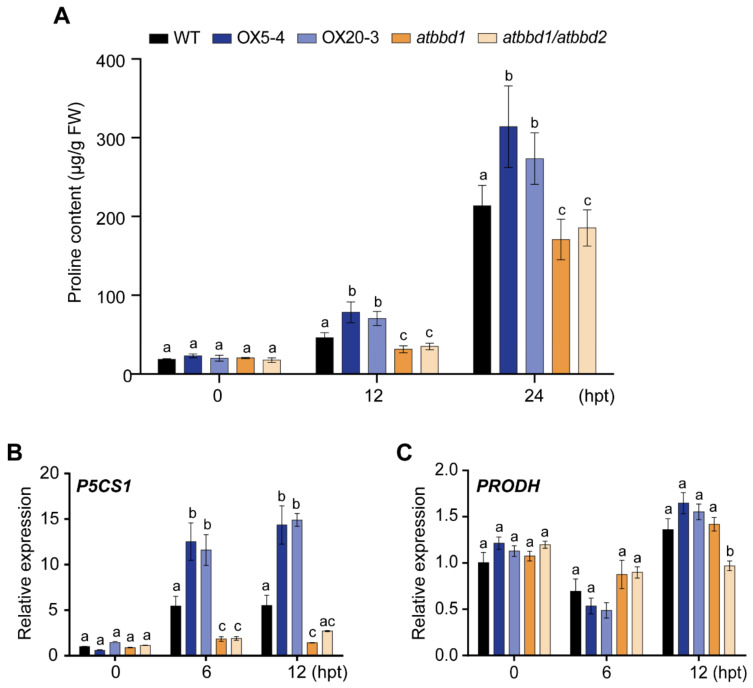
Analysis of proline in the WT, two *BBD1*-Ox lines, *atbbd1,* and *atbbd1/atbbd2* plants under drought stress conditions. (**A**) Free proline contents were measured at designated time points from the leaves of three-week-old soil-grown plants stressed by watering with 20% PEG 6000. (**B**) The expression of the proline biosynthesis gene *P5CS1* was analyzed by qRT-PCR. (**C**) The expression of the proline catabolic gene *PRODH* was analyzed with qRT-PCR. The RNA was isolated at designated time points from three-week-old soil-grown plants stressed by watering with 20% PEG 6000. The relative gene expression was calculated and normalized to the reference gene *eIF4a1*. The normalized mRNA levels at 0 h were set to 1. Data represent the mean ± standard error values of three independent experiments. One-way ANOVA with post-hoc Tukey test was used for the statistical comparison of all genotypes. Different letters indicate significant differences among genotypes at each time point (*p* < 0.05).

**Figure 5:**
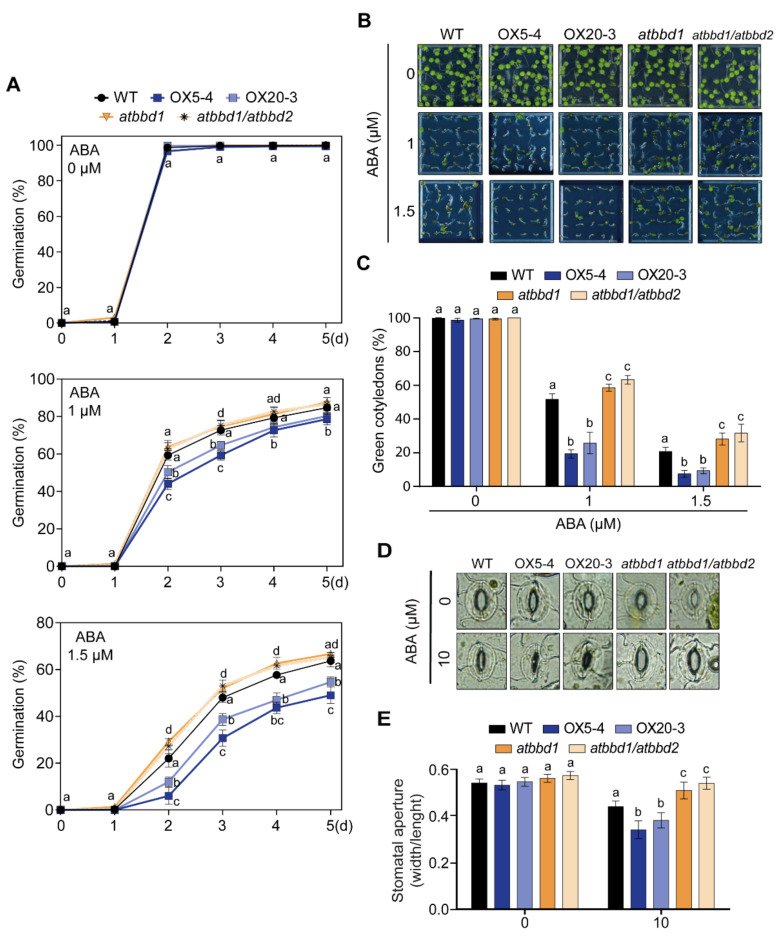
ABA sensitivity of the WT, two *BBD1*-Ox lines, *atbbd1*, and *atbbd1/atbbd2* plants during germination. (**A**) Seed germination of the WT, OX5-4, OX20-3, *atbbd1,* and *atbbd1/atbbd2* plants in response to ABA. Seeds were germinated on 1/2 MS agar plates containing 0.0 or 1 or 1.5 μM ABA. The seed germination rates were calculated at the designated times over five days. Data represent the mean ± standard error values of three independent experiments (*n* = 100). (**B**) Growth of the WT, OX5-4, OX20-3, *atbbd1,* and *atbbd1/atbbd2* plants on 1/2 MS agar plates containing the indicated concentrations of ABA. Representative photographs were taken seven days after plating. (**C**) Quantification of green cotyledons in the WT, OX5-4, OX20-3, *atbbd1,* and *atbbd1/atbbd2* plants was performed seven days after plating. Data represent the mean ± standard error values of three independent experiments (*n* = 100). (**D**) Stomatal apertures in the WT, OX5-4, OX20-3, *atbbd1,* and *atbbd1/atbbd2* plants treated with 0 and 10 μM ABA. Leaf peels were harvested from three-week-old plants and stomatal apertures were measured under a microscope. (**E**) Quantification of stomatal aperture. Data represent the mean ± standard error of three independent experiments, each evaluating 10 leaves from five independent plants (*n* = 300). One-way ANOVA with post-hoc Tukey test was used for the statistical comparison of all genotypes. Different letters indicate significant differences among genotypes after treatment (*p* < 0.05).

**Figure 6:**
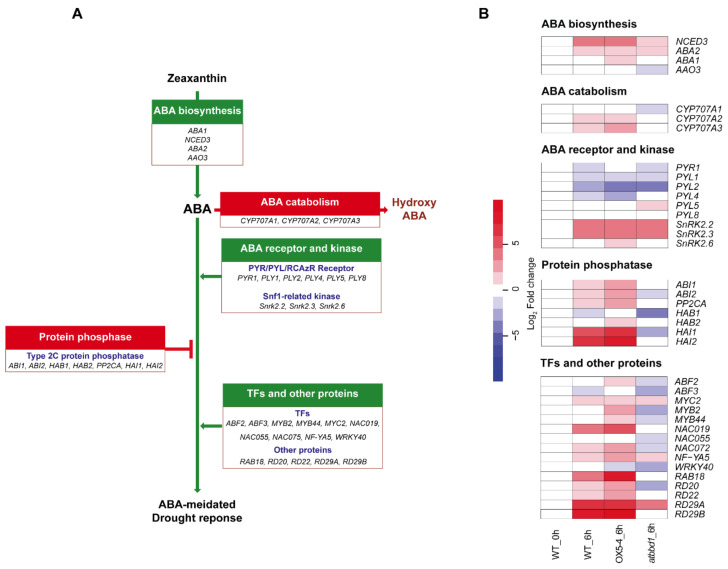
Expression of genes related to ABA and drought stress signaling cascades. (**A**) ABA-dependent signaling network of 38 key genes involved in drought stress response. Genes in the green boxes are positive regulators, while genes in the red boxes are negative regulators of ABA signaling. (**B**) Heatmap showing the expression fold change of 38 key genes involved in the ABA-dependent drought stress signaling network in *Arabidopsis thaliana* as determined by RNA-seq in the WT, OX5-4, and *atbbd1* plants under drought stress conditions. The relative fold change was calculated and normalized with the RPKM value of WT plants without drought treatment. The RPKM value of WT at 0 h was set to 1.

**Figure 7:**
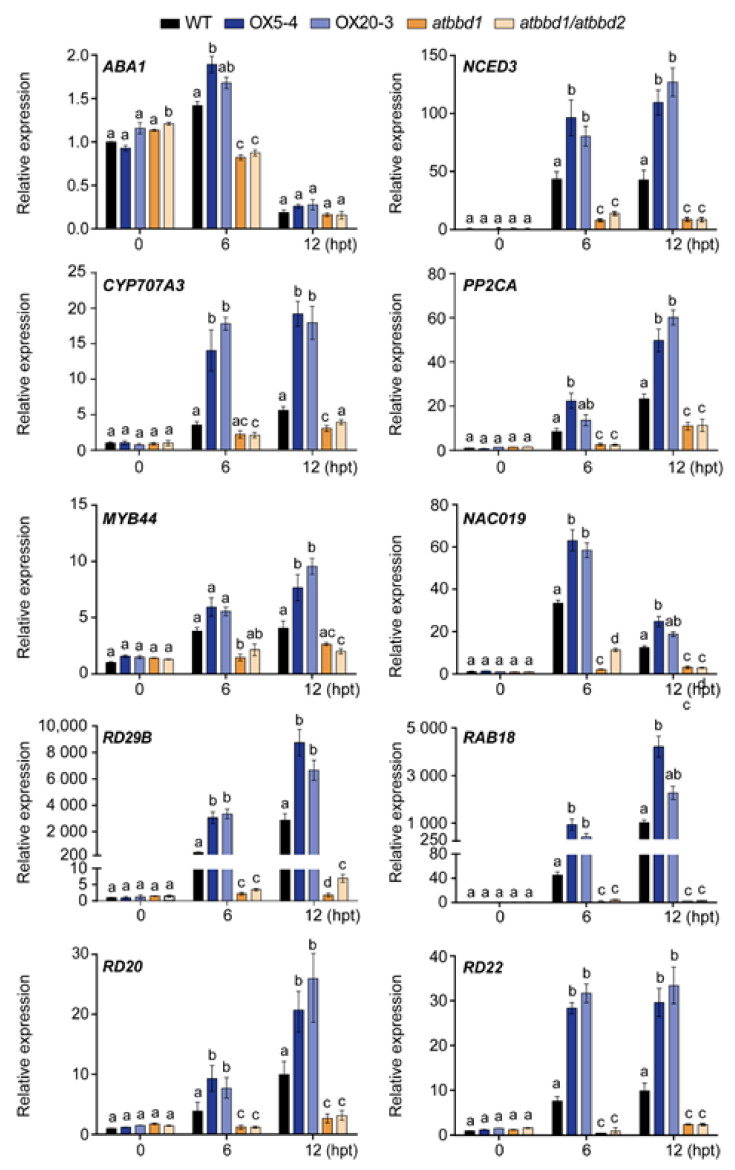
Expression of ABA-inducible and drought stress-inducible marker genes in the WT, OX5-4, OX20-3, *atbbd1,* and *atbbd1/atbbd2* lines under drought stress conditions, as assayed by qRT-PCR. Three-week-old soil-grown plants were stressed by watering with 20% PEG 6000, and gene expression was analyzed at designated time points. Relative expression levels of *ABA1*, *NCED3*, *CYP707A3*, *PP2CA*, *MYB44*, *NAC019*, *RD29B*, *RAB18*, *RD20,* and *RD22* in the WT, OX5-4, and *atbbd1* plants. The relative gene expression was calculated and normalized to the reference gene *eIF4a1.* The normalized mRNA levels at 0 h were set to 1. Data represent the mean ± standard error values of three independent experiments. One-way ANOVA with post-hoc Tukey test was used for the statistical comparison of all genotypes. Different letters indicate significant differences among genotypes at each time point (*p* < 0.05).

**Figure 8:**
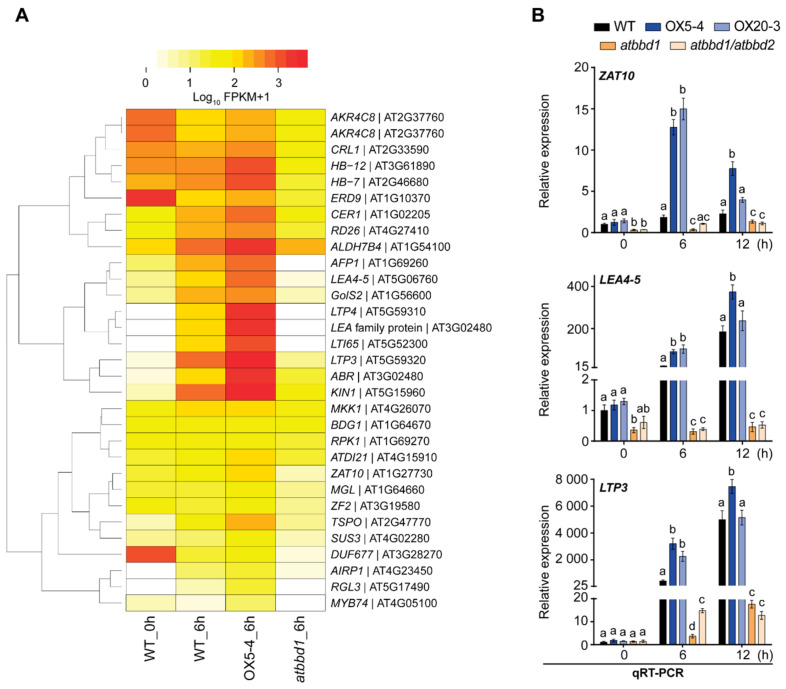
Expression of genes related to drought stress that appeared in RNA-seq data in the WT, OX5-4 and *atbbd1* plants. Three-week-old soil-grown plants were stressed by watering with 20% PEG 6000 and gene expression was analyzed at designated time points. (**A**) Heatmap showing the expression (RPKM) of 31 drought responsive genes that are possibly regulated by *AtBBD1*. (**B**) Relative expression levels determined by qRT-PCR of *ZAT10*, *LEA4-5,* and *LTP3* in the WT, OX5-4, and *atbbd1* plants. The relative gene expression was calculated and normalized to the reference gene *eIF4a1*. The normalized mRNA levels at 0 h were set to 1. Data represent the mean ± standard error values of three independent experiments. One-way ANOVA with post-hoc Tukey test was used for the statistical comparison of all genotypes. Different letters indicate significant differences among genotypes at each time point (*p* < 0.05).

## Data Availability

The RNA-seq data of this study is available in NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/ (accessed on 17 February 2021)) with accession number GSE152163.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/6/2936/s1.

How the deposited data were processed for this re-analysis (not part of the article)

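Leaf mRNA of 3-week-old *Arabidopsis thaliana* was sequenced in 4 libraries, 1 each for WT at 0 h without PEG and for WT, OX5-4 and *atbbd1* after 6 h of 20% PEG. Samples were grouped by the submitters' labels, whose PEG treatment and time match the paper's description, and no condition had a replicate. The labels name the overexpression plants only as p35S:AtBBD1, and the line name OX5-4 was taken from the paper. The paper describes the promoter of its overexpression lines as one of cassava vein mosaic virus. Both were taken as the same plants. The labels call the plants seedlings, and the paper and the labels both give leaves of 3-week-old plants.

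The deposited table holds FPKM for 27655 genes, which the authors computed with the Cufflinks pipeline after mapping to TAIR10. The paper names HISAT2 version 2.1.0 as the mapper and RPKM as the unit, and the submitters' processing notes name TopHat2 and Cufflinks with no version. Normalization to mapped fragments and transcript length was thus done by the authors. Of the 27655 gene IDs, 27445 were found in the annotation of TAIR10.1, which was used for exon lengths, gene names and neighbours, and the other 210 are organelle genes. Since this annotation is not the build the authors mapped to, no coordinates are given. FPKM was 0 in all 4 libraries for 6230 genes.

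The number of mapped fragments per library was estimated from the FPKM of genes with 1 transcript. For each candidate total, FPKM × exon length × total was taken as reads, and the total at which most values of up to 40 reads came within 0.15 of a whole number was kept. At the totals kept the share was 99.3%, 99.2%, 99.3% and 99.2% for WT at 0 h, WT after PEG, OX5-4 and *atbbd1*, against 29.8% to 30.4% at other totals. The reads recovered within genes made up 94.1%, 92.0%, 92.2% and 92.9% of these totals, and 15206, 15398, 15426 and 15047 genes reached 1 FPKM. Intervals of ratios are exact 95% binomial intervals on these reads. They cover counting error only, not the variation between plants or library preparations. A value of 0 was bounded with a floor of 3 reads per library, and with 1 to 3 reads the ratio was given with its interval.

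Genes with at least 1 FPKM in at least 1 library were kept (16374). A gene was called higher or lower at a ratio of FPKM of at least 2, the threshold of the paper, with no pseudocount, and a gene at 0 in one library was called only if it reached 1 FPKM in the other. The comparisons were WT after PEG with WT at 0 h, OX5-4 with WT after PEG, and *atbbd1* with WT after PEG. The overlap of calls against the shared WT library was set beside that of independent lists and beside 100 simulations with no genotype effect. In these, the reads of the 3 libraries were drawn around a common mean, with the extra spread seen between OX5-4 and WT. Each gene was drawn independently, so changes shared by many genes were not simulated.

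Gene groups were tested as 30 lists of 255 loci. They covered ABA biosynthesis, ABA catabolism, ABA receptors, SnRK2 kinases, clade A PP2Cs, ABA-responsive bZIPs, LEA proteins and dehydrins, galactinol and raffinose synthesis, proline metabolism, JA biosynthesis, JA signalling, cold response, ABA-independent drought signalling, morning and evening clock genes, photosynthesis, aquaporins, cuticular wax, flavonoids, heat shock, salicylic acid defence, senescence, dark and sugar starvation, touch and wounding, and reference genes. Markers of guard cells, trichomes, vasculature, roots, and flowers and meristems were included for the cell types a leaf sample could hold. For each list, the median log2 ratio with a pseudocount of 1 was ranked among 10000 random lists drawn from the same 20 bins of mean expression.

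Genes were named by a fixed rule. It took every gene the paper names for this experiment or draws in Figure 6B or Figure 8A, with *AtBBD1*, *AtBBD2*, *P5CS1*, *PRODH* and *MYC2*. It added the 10 highest and 10 lowest log2 ratios per comparison among genes of at least 10 FPKM, the 2 highest and 2 lowest members of each list, and the 10 genes with the widest difference between OX5-4 and *atbbd1* in the set higher in OX5-4 and lower in *atbbd1*. Further members of the lists, and the copies of *PDF1.2*, were named after their values had been seen. Near-identical copies (*KIN1* and *KIN2*, *LTP3* and *LTP4*, the *PDF1.2* family, the *LHCB* and *RBCS* families) can share reads, and overlapping or antisense genes can as well, since the use of strand is not given.

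The alternatives tried were no filter on low FPKM, a filter of 5 FPKM, a pseudocount of 1 or 0.1, a 4-fold threshold, median-of-ratios scaling over genes with at least 1 FPKM in all 4 libraries (factors 0.990, 1.02, 1.03 and 0.952), rescaling each library to a common sum, and WT at 0 h as the base. Added after seeing the data were a count limited to genes whose counting intervals lie beyond 1, a direct 4-fold comparison of OX5-4 with *atbbd1*, and a looser rule for genes at 0. GO terms were not tested because no term annotation was used here. The heatmap scales of Figures 6B and 8A were compared with the table by eye.

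The procedure was tested on simulated data drawn from the WT library after PEG. The draws held counting error only, with no variation between plants or library preparations. They therefore test the computation and give no rate of false calls between these libraries. Of genes raised in OX5-4 and lowered in *atbbd1* by 3-fold, 4-fold and 8-fold with at least 1 FPKM in WT, 98.1%, 98.6% and 100% were recovered, and 0 of 15336 unchanged genes were called. A list shifted by 1 on the log2 scale ranked at percentile 100 and an unshifted one at percentile 7.27. The intervals covered the true ratio in 95.4% of 500 draws, and library totals were recovered within 0.114%. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.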

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

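The gene groups and genes below are not discussed as groups by the paper for this experiment, although the galactinol, wax, and touch and wounding lists hold genes that it draws or names (*GolS2*, *CER1*, and *ZAT10* and *WRKY40*). Their median or ratio between 2 libraries lay at the far end of expression-matched random lists or, for single genes, was at least 5 in size on the log2 scale. The list medians were planned, and the tests of explanations and the copies of *PDF1.2* were chosen after the results had been seen. Values are log2 ratios with 1 added to each FPKM and have no replicate check.

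Between WT after 6 h of PEG and WT at 0 h, the evening clock genes had a median of 4.48 and the morning clock genes of −4.63, with further medians of −4.51 for flavonoids, 1.74 for dark and sugar starvation genes and 1.59 for galactinol and raffinose synthesis. A harvest at another time of day predicts opposite shifts of the 2 clock lists, and the values are consistent with it for those genes. The LEA and dehydrin genes, with a median of 3.57, may be higher because of PEG, of time of day or of both. These cannot be told apart, because none of the 4 libraries is an untreated one of 6 h.

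In *atbbd1* after PEG, medians relative to WT were −1.39 for senescence, −1.06 for galactinol and raffinose synthesis, −0.92 for cuticular wax, −0.82 for touch and wounding, −0.56 for salicylic acid defence and −0.47 for aquaporins, beside the ABA-related lists. Lower depth is unlikely, since the *atbbd1* library held 1.08 times the reads of WT, and 0 h leaves in the library are unlikely too, since its morning clock genes had a median of −4.91 relative to 0 h and *LHY* was at 0.287% of its 0 h level. From these libraries alone, a weaker PEG exposure of these plants and an effect of the genotype cannot be told apart. By qRT-PCR in independent PEG experiments, the paper reports drought marker genes such as *RD29B* and *RAB18* as lower than WT in *atbbd1* and *atbbd1/atbbd2*. A set of 512 genes was at least 4-fold higher in WT after PEG than at 0 h and at 10 FPKM or more after PEG. Of these, 59 (11.5%) were 2-fold lower in *atbbd1* and 452 were within 2-fold, beside 5.29% lower among all 16374 genes kept. The set also holds genes of the time of day. It was chosen by high values in the WT library that is also the base, which can raise its share. The shares therefore do not decide between both explanations.

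The defensin genes *PDF1.3*, *PDF1.2*, *PDF1.2c* and *PDF1.2b*, near-identical copies that can share reads, had ratios of −6.80, −6.55, −6.38 and −6.27 in *atbbd1*. The vascular markers had a median of 0.52 in *atbbd1*. In OX5-4 after PEG, the medians relative to WT were 1.00 for cuticular wax, 0.92 for senescence, −0.37 for salicylic acid defence and −0.49 for dark and sugar starvation.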

How the results depend on the processing

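Counts of genes depended mostly on the filter, the pseudocount and the threshold. Of 53 counts under alternatives, 29 stayed within 1.5-fold and 24 did not. Without the filter, 4169 genes were lower in WT after PEG than at 0 h, 1578 were higher and 1296 lower in OX5-4 than in WT, 1195 were higher and 2209 lower in *atbbd1*, and 340 were higher in OX5-4 and lower in *atbbd1*, because genes of few reads enter. With a filter of 5 FPKM, 199 were higher and 82 lower in OX5-4, and 59 higher and 480 lower in *atbbd1*. A pseudocount of 1, which shrinks ratios of low values, gave 208 and 52 in OX5-4, 35 and 386 in *atbbd1*, and 102 in both directions. The stricter 4-fold threshold gave 974 and 846 in WT, 94 and 33 in OX5-4, 17 and 260 in *atbbd1*, and 33 in both directions. With WT at 0 h as the base, 92 genes were higher in OX5-4 and lower in *atbbd1*, 61 of them among the 200 found with WT after PEG, and the cause was not tested. A direct 4-fold difference between OX5-4 and *atbbd1*, chosen after seeing the data, gave 438. Median-of-ratios scaling moved *AtBBD1* in *atbbd1* to 0.0728 of WT and *AtBBD2* to 0.760, by its own factors. Of 444 list medians, 417 kept their side of the random range, 11 came within it, 16 left it and 0 of those outside it reversed, and without the filter 4 lists lay above it in *atbbd1*, guard cell markers and ABA receptors included, where the cause was not tested. Of 567 ratios of single genes of Figures 6B and 8A, 523 stayed within their counting interval, and the 12 tallies of those genes stayed within 1.5-fold. No paired analysis was possible because each condition has 1 library. Using the row of highest FPKM per gene was not run because every gene has 1 row. Depth limits the ratios of genes with few reads, such as *CYP707A1* and *MYB2*, and the variation between plants is unknown.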

Differences from the paper's values

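The paper counts 388 genes up-regulated in OX5-4 and down-regulated in *atbbd1*, and 200 were found here at the same 2-fold threshold, against WT after PEG and with at least 1 FPKM in at least 1 library, a filter that the paper does not state. Of the alternatives set before the data were examined, the count without a filter (340) was within 1.5-fold of the paper's. Those with a filter of 5 FPKM (134), a pseudocount of 1 (102) or 0.1 (195), median-of-ratios scaling (183), rescaling to a common sum (203), a 4-fold threshold (33) and WT at 0 h as the base (92) were not. Of those chosen after seeing the values, a 4-fold difference between OX5-4 and *atbbd1* (438) was within 1.5-fold. By definition, those 438 genes include all of the 200. The counts with counting intervals beyond 1 (175) and with any value against 0 (221) were not within 1.5-fold. The list of the paper's genes was not used here, so how many of its 388 each setting drops is not known.

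The paper gives *AtBBD1* in OX5-4 at around 7-fold of WT by qRT-PCR (Supplementary Figure S1A), and it was 1.17-fold of WT here (1.14 to 1.19), by sequencing and after PEG, when *AtBBD2* was 1.15-fold of WT (1.11 to 1.19). The paper's text does not give the treatment of the plants in that measurement, and no untreated OX5-4 library is among the 4. In WT, *AtBBD1* was itself 5.66-fold higher after PEG than at 0 h, so the ratio here is to a raised WT level. If the plants of the paper's measurement were untreated, both ratios have unlike WT levels as their base. Of the alternatives set before the data were examined, neither median-of-ratios scaling (1.16) nor rescaling to a common sum (1.17) came within 1.5-fold of the paper's value.

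Figure 8A was read by eye with an assumed reading error of 0.3, set after its values had been seen. Its values lie closest to log10 of 10 times FPKM plus 1 (mean difference 0.11 over 124 values, 118 within the error), compared with 0.78 for log10, 0.57 for the natural logarithm and 1.39 for log2 of FPKM plus 1. On that scale 6 values differed. The second of the *ABR* entries in Fig. 8A is about 0.4 in WT at 0 h and about 1.3 in *atbbd1*, where *ABR* is listed at 0 in both here. The first *ABR* entry did not differ in any library. *TSPO* is about 0.6 in WT at 0 h and about 0.9 in *atbbd1* in Fig. 8A, and 0.20 and 0 here. *AIRP1* is about 0.1 in WT at 0 h in Fig. 8A, and 0.41 here. *RGL3* is about 0.1 in *atbbd1* in Fig. 8A, and 0.41 here. None of these came within the paper's values under median-of-ratios scaling or rescaling to a common sum. Neither setting could have changed this, because a value of 0 stays at 0 and the scaling factors lie close to 1.

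Figure 6B colours 114 values relative to WT at 0 h, of which 105 did not differ in direction from the table, with colour limits that were also set after seeing the values. The 9 that did belong to 4 genes. *ABA1* is drawn near or above its 0 h level, and its log2 ratios here were −1.51 in WT after PEG, −1.20 in OX5-4 and −1.70 in *atbbd1*. *ABA2* is drawn higher in all 3 libraries, and here its ratios were −0.62, −0.73 and −0.55. *CYP707A2* is drawn higher in WT after PEG and near 0 in *atbbd1*, and here it was at −0.63 and −1.76. *MYC2* is drawn higher in *atbbd1*, where it is listed at 0 here.

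The paper states that Snf1-related kinase genes were higher in OX5-4 and lower in *atbbd1*. Of 3 such genes here, *SnRK2.2* and *SnRK2.6* had that order at any size and *SnRK2.3* did not, and none was separated from WT by counting error in *atbbd1*. *SnRK2.6* was at 0.917 of WT there (0.749 to 1.12), *SnRK2.2* was 1.08-fold of WT in OX5-4 (1.03 to 1.13) and 0.995 of WT in *atbbd1*, with an interval that includes 1, and *SnRK2.3* was at 0.947 of WT in OX5-4 (0.863 to 1.04) and 0.962 in *atbbd1* (0.876 to 1.06). The paper reports *MYC2* as lower than WT in OX lines under drought by qRT-PCR (Supplementary Figure S3), and here it was 1.13-fold of WT in OX5-4 after PEG, with an interval that includes 1 (0.986 to 1.30). The paper cites Figure 8A for *MYB2*, which is not among the genes drawn there, and the table here holds it at low levels in the order that the text gives.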

Other observations

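Genes of the leaf surface differed between the genotypes after PEG. All 7 cuticular wax genes measured were above WT in OX5-4, 4 by at least 2-fold, and 6 of 7 were below it in *atbbd1*, 3 by 2-fold. *CER1*, which makes the alkanes of leaf wax, was at 19.7 FPKM in WT, 66.4 FPKM in OX5-4 and 6.94 FPKM in *atbbd1*, and *WSD1*, a wax ester synthase gene, was at 6.97, 30.3 and 0.31 FPKM. *MYB96*, a transcription factor that activates wax genes under drought, was at 9.63, 18.1 and 4.51 FPKM. *CER3*, a partner of *CER1*, was 2.42-fold higher in OX5-4 and 1.14-fold higher in *atbbd1*. Of 5 senescence genes measured, 3 were above and 2 below WT in OX5-4, and all 5 were below WT in *atbbd1*. *ORE1* was at 9.25, 25.2 and 5.16 FPKM and *NAP*, the 1 gene of the list at least 2-fold higher in OX5-4 and 2-fold lower in *atbbd1*, at 9.55, 24.3 and 2.21 FPKM. *SEN1* (84.0, 29.3 and 31.4 FPKM) and *SAG13* (3.02, 2.69 and 0.09 FPKM) were below WT in both lines. In WT, *NAP* was at 81.9 FPKM at 0 h.

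Both lines are compared with the same WT library, so a deviation of that library would shift both the same way, and no value without genotype effect was computed for lists that lay below WT in both. The 12 aquaporin genes measured had a median log2 ratio of 0.10 in OX5-4, within the random range, and 9 of 12 were below WT in *atbbd1*, 2 of them by at least 2-fold, where *PIP2;3* was at 3.04 FPKM against 14.4 FPKM in WT. Of 8 salicylic acid defence genes, 7 were below WT in OX5-4, 1 of them by 2-fold, and 7 in *atbbd1*, 3 of them by 2-fold, and *PR1* was at 2.47 FPKM in WT and listed at 0 in both lines. Of 6 touch and wounding genes, 2 were above WT in OX5-4, both by at least 2-fold, and 4 below, 2 of them by 2-fold, with a median of −0.22, below the random range (percentile 1.46). All 6 were below WT in *atbbd1* (all but *ZAT12* under median-of-ratios scaling), 3 by 2-fold. *ZAT10* was 2.73-fold higher in OX5-4 and 6.04-fold lower in *atbbd1*, and *TCH3* was 2.13-fold and 2.01-fold lower. The 5 flavonoid genes had medians of 0.21 and −0.33 and the 16 photosynthesis genes of −0.08 and 0.04 in OX5-4 and *atbbd1*, within the random range. Flavonoids in *atbbd1* left it without the filter (percentile 1.26), and photosynthesis in OX5-4 with a filter of 5 FPKM (percentile 2.42). The 3 heat shock genes had medians of 0.26 and −0.66, the second of which was 0.00 without the filter and −0.31 with a filter of 5 FPKM, within the range. Guard cell markers had medians of −0.14 and 0.16, the second of which left the range without the filter (percentile 99.99). Trichome, root, and flower and meristem markers each had 1 gene that passed the filter, with log2 ratios of −0.44, −0.21 and −0.04 in OX5-4 and −0.50, −0.08 and 0.21 in *atbbd1*, where the root marker was above WT under median-of-ratios scaling. Reads of photosynthesis genes can be shared between near-identical copies.

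Genes that the paper measured by qRT-PCR elsewhere had the following levels. *P5CS1*, a key enzyme of proline synthesis, was at 102 FPKM in WT after PEG, 201 FPKM in OX5-4 and 38.2 FPKM in *atbbd1*, 1.96-fold higher (1.89 to 2.03) and 2.68-fold lower (2.54 to 2.83). *PRODH*, which degrades proline, was at 0.82, 0.29 and 1.08 FPKM, 2.83-fold lower in OX5-4 (1.38 to 6.38), and in *atbbd1* not separated from WT by counting error (0.795 to 2.22). *MYC2* was at 7.11 FPKM in WT and 8.04 FPKM in OX5-4, 1.13-fold of WT (0.986 to 1.30).

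*MYC2* was listed at 0 in *atbbd1*, and it was the 1 gene so listed of 11105 with at least 3 FPKM in each of the other libraries. The tests here were chosen after this was seen. At its WT level it would have given 397 reads, so that a floor of 3 reads puts it at least 132-fold lower, and depth is an unlikely cause. A wider loss around the gene is also unlikely, since the nearest 6 expressed genes had a median ratio of 0.854 (0.517 to 1.54). From these libraries alone, a loss of the transcript in these plants and an error of the deposited table cannot be told apart. The JA signalling list was lower (−0.77), but so was that of salicylic acid defence (−0.56). Figure 6B draws *MYC2* higher in *atbbd1* but has 8 other values that differ from the table. In separate experiments, the paper found no difference among WT, OX and knockout lines in the inhibition of root growth by JA, which it describes as MYC2-mediated (Supplementary Figure S2). For *MYC2* by qRT-PCR under drought, its text reports a decrease in the OX lines and states no result for the knockout lines (Supplementary Figure S3).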
